# Unveiling the role of osteosarcoma-derived secretome in premetastatic lung remodelling

**DOI:** 10.1186/s13046-023-02886-9

**Published:** 2023-11-30

**Authors:** Sara F.F. Almeida, Liliana Santos, Gabriela Sampaio-Ribeiro, Hugo R.S. Ferreira, Nuno Lima, Rui Caetano, Mónica Abreu, Mónica Zuzarte, Ana Sofia Ribeiro, Artur Paiva, Tânia Martins-Marques, Paulo Teixeira, Rui Almeida, José Manuel Casanova, Henrique Girão, Antero J. Abrunhosa, Célia M. Gomes

**Keywords:** Osteosarcoma, Lung Metastasis, Premetastatic niche, Extracellular matrix, Neutrophils, Fibroblasts, EFEMP1

## Abstract

**Background:**

Lung metastasis is the most adverse clinical factor and remains the leading cause of osteosarcoma-related death. Deciphering the mechanisms driving metastatic spread is crucial for finding open therapeutic windows for successful organ-specific interventions that may halt or prevent lung metastasis.

**Methods:**

We employed a mouse premetastatic lung-based multi-omics integrative approach combined with clinical features to uncover the specific changes that precede lung metastasis formation and identify novel molecular targets and biomarker of clinical utility that enable the design of novel therapeutic strategies.

**Results:**

We found that osteosarcoma-bearing mice or those preconditioned with the osteosarcoma cell secretome harbour profound lung structural alterations with airway damage, inflammation, neutrophil infiltration, and extracellular matrix remodelling with increased deposition of fibronectin and collagens by resident stromal activated fibroblasts, favouring the adhesion of disseminated tumour cells. Systemic-induced microenvironmental changes, supported by transcriptomic and histological data, promoted and accelerated lung metastasis formation. Comparative proteome profiling of the cell secretome and mouse plasma identified a large number of proteins involved in extracellular-matrix organization, cell-matrix adhesion, neutrophil degranulation, and cytokine-mediated signalling, consistent with the observed lung microenvironmental changes. Moreover, we identified EFEMP1, an extracellular matrix glycoprotein exclusively secreted by metastatic cells, in the plasma of mice bearing a primary tumour and in biopsy specimens from osteosarcoma patients with poorer overall survival. Depletion of EFEMP1 from the secretome prevents the formation of lung metastasis.

**Conclusions:**

Integration of our data uncovers neutrophil infiltration and the functional contribution of stromal-activated fibroblasts in ECM remodelling for tumour cell attachment as early pro-metastatic events, which may hold therapeutic potential in preventing or slowing the metastatic spread. Moreover, we identified EFEMP1, a secreted glycoprotein, as a metastatic driver and a potential candidate prognostic biomarker for lung metastasis in osteosarcoma patients.

**Graphical abstract:**

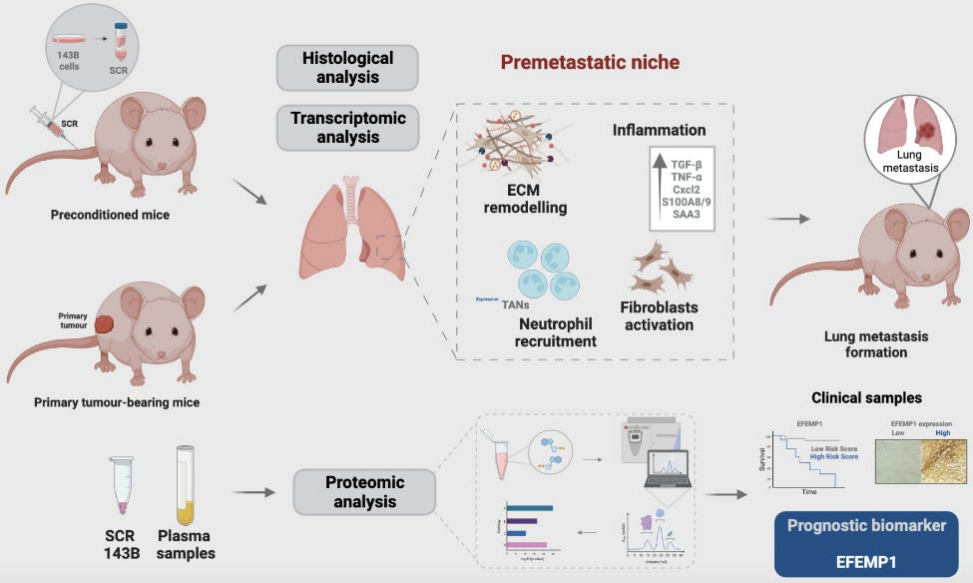

Osteosarcoma-derived secreted factors systemically reprogrammed the lung microenvironment and fostered a growth-permissive niche for incoming disseminated cells to survive and outgrow into overt metastasis.

- Daily administration of osteosarcoma cell secretome mimics the systemic release of tumour-secreted factors of a growing tumour in mice during PMN formation;
- Transcriptomic and histological analysis of premetastatic lungs revealed inflammatory-induced stromal fibroblast activation, neutrophil infiltration, and ECM remodelling as early onset pro-metastatic events;
- Proteome profiling identified EFEMP1, an extracellular secreted glycoprotein, as a potential predictive biomarker for lung metastasis and poor prognosis in osteosarcoma patients.
- Osteosarcoma patients with EFEMP1 expressing biopsies have a poorer overall survival.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-023-02886-9.

## Background

Osteosarcoma (OS) is the most prevalent primary malignant bone tumour that primarily affects children and adolescents [1, 2]. OS has a high propensity to metastasize to the lungs, accounting for 90% of metastatic sites, making it the major cause of morbidity and mortality [3]. The estimated 5-year survival rate of OS patients with localized disease is 70% but drops dramatically to less than 20% in patients who developed metastasis owing to the ineffectiveness of current therapeutic strategies and late diagnosis [4, 5].

It is speculated that over 80% of OS patients have undetectable lung micrometastases at initial diagnosis [6] that eventually progress to death despite receiving aggressive multiagent (neo)adjuvant chemotherapy. Despite intensive efforts to improve the outcome of OS patients, the survival benefits reported in clinical trials evaluating new therapies are quite marginal because of metastatic disease [7]. Mechanistically, the development of distant metastasis is a complex and multi-step process that is distinct from primary tumour formation. The dynamic crosstalk between cancer cells and the local microenvironment is recognized as a critical regulator of tumour progression and metastasis [8–10]. It is now evident that primary tumours prepare in advance and remotely a supportive and receptive microenvironment in specific secondary organs, the so-called premetastatic niche (PMN), for forthcoming tumour cells to adapt and survive [11, 12]. PMN formation encompasses a series of sequential and dynamic events in premetastatic organs primed by tumour-secreted factors and extracellular vesicles (EVs). This process involves a complex interplay of these factors with local stromal cells and tumour-mobilised bone marrow-derived cells (BMDCs) [13, 14]. Vascular leakage, abnormal extracellular matrix (ECM) remodelling, and immunosuppression have been identified as pro-metastatic events [12, 13]. Several studies have already demonstrated these alterations in different tumour types, including melanoma, breast, and colorectal cancers [15–17].

Therapeutic strategies targeting PMN formation at organ-specific sites offer an opportunity to prevent or suppress metastasis formation and are currently a hot topic in cancer research [18, 19]. The identification of potential druggable targets requires a tumour-specific understanding of the cellular and molecular mechanisms involved in establishing organ-specific PMNs. Despite advances in this topic, sarcomas have been less studied, and the mechanisms underlying the development of organotropic lung metastasis are not clearly understood [5, 20].

The cancer secretome is a reservoir of potential biomarkers and signalling biomolecules relevant to tumour progression and metastasis [21, 22]. This class of proteins has been studied in the search for cancer biomarkers and to understand their mechanistic role in tumour progression [23, 24]. Jerez and colleagues [25] conducted a proteomic analysis of the secretome of human OS cells and identified specific proteins in both exosomes and soluble fractions, involved in biological functions (angiogenesis, cellular adhesion, and migration) related to tumour progression and metastasis. Recently, Mazumdar et al. [26] explored the functional role of OS-derived EVs in driving lung metastatic colonization. Despite having observed preferential accumulation of EVs in the lungs, the induced stromal changes did not result in an increased tumour burden, suggesting that EVs dictate organotropism but additional tumour-secreted factors are required to establish a functional PMN [26].

In this study, we evaluated how primary OS systemically reprograms the lung microenvironment to establish a permissive pro-metastatic niche for subsequent metastasis formation using two murine models and a multi-omics approach. Transcriptomic data and tissue analysis uncovered ECM remodelling with deposition of cell adhesion-promoting proteins by stromal-activated fibroblasts, and neutrophil recruitment as early pro-metastatic events guiding lung metastasis. Furthermore, we identified EFEMP1, a glycoprotein secreted by tumour cells, as a key player in the development of lung metastasis and a potential prognostic biomarker in OS patients.

## Methods

### Cell culture and Infection with a lentivirus encoding luciferase

The human OS cell line 143B was purchased from the American Type Culture Collection (ATCC, Manassas, USA) and cultured in Eagle’s minimum essential medium (EMEM, Sigma Aldrich, UK), supplemented with 10% heat-inactivated fetal bovine serum (FBS, Gibco, Paisley, UK), 0.015 mg/ml 5-bromo-2’-deoxyuridine (BrdU, Sigma Aldrich, St. Louis, MO, USA), 1.0 mM sodium pyruvate (Gibco, Grand Island, USA), and 1% antibiotic-antimycotic (Gibco, Grand Island, USA). The cells were maintained under standard adherent conditions in a humidified incubator with 5% CO_2_ at 37 °C. Cells were authenticated by immunohistochemistry with antibodies against vimentin (Invitrogen, Thermo Fischer Scientific, Netherlands) and Ki-67 (clone MIB-1; Dako) and haematoxylin and eosin (H&E). The 143B cells were stably transduced with a lentivirus encoding Luciferase as described elsewhere [27].

For secretome (SCR) preparation, 143B cells (25 × 10^3^ cells/cm^2^) were cultured in an exosome-free culture medium for 24 h. The exosome-depleted medium was prepared by ultracentrifugation of 50% FBS in the appropriate cell culture medium (120 000 g, 16 h). The supernatant was collected after 24 h of incubation, centrifuged to remove cell debris and concentrated with Amicon Ultra-15 Centrifugal Filters (10 kDa molecular weight cut-off, Merck Millipore Ltd, Carrigtwohill, Ireland). Aliquots were stored at -80ºC until usage.

### EFEMP1 knockdown

Small interfering RNA (siRNA) knockdown of EFEMP1 in 143B cells was performed using the siGENOME human EFEMP1 siRNA SMARTpool (M-011855-01-0010). At 50% confluency cells were transfected with 20nM siRNA and a nontargeting (NT) control sequence (D-001810-10), both from Dharmacon Inc (Lafayette, USA), using Lipofectamine™ 3000 (Thermo Fisher Scientific, Waltham, USA) according to the manufacturer’s recommendations. After 48 h, the culture medium was replaced by an exosome-free medium, and the cells were maintained in culture for another 24 h afterwards the secretome was collected. The knockdown efficiency was evaluated by western blot and ELISA.

### Animal studies

Athymic Swiss nude (Foxn1^nu/nu^) mice, male or female, (8–12 weeks old, 20–30 g) were purchased from the Institute for Clinical and Biomedical Research (iCBR, Coimbra, Portugal) of the Faculty of Medicine of the University of Coimbra and housed under pathogen-free conditions in individually ventilated cages, with controlled temperature/humidity (22 °C/55%) environment on a 12 h light-dark cycle and with food and water ad libitum.

#### Premetastatic niche formation

Animals were randomized into two groups. A group was injected subcutaneously into the lower flank with 5 × 10^5^ of 143B-Luc^+^/100 µL PBS for primary tumour formation. The tumour growth was monitored every two days in two dimensions using a digital calliper, and mice were sacrificed when the tumour reached 50–60 mm^3^ in volume. Tumour volumes were calculated using the modified ellipsoid formula V = A × B^2^/3 (A length; B width).

The second group received a daily intraperitoneal (*i.p*.) injection of 25 µL of the 143B-derived SCR or the vehicle for 1 week, following which they were sacrificed. Animals were euthanized by cervical dislocation, and peripheral blood and lung tissue were harvested for further analysis. Peripheral blood samples were collected to K_3_EDTA tubes (Greiner bio-one, Kremsmunster, Austria) from anaesthetized animals via cardiac puncture before euthanasia. Plasma was separated by centrifugation at 3000 rpm for 10 min at 4ºC, and aliquots were stored at -80ºC until usage.

#### Mouse models of Lung Metastasis

For experimental lung metastasis formation, animals were injected intravenously (*i.v*.) into the lateral tail vein with 1.5 × 10^6^ of 143B-Luc^+^ cells/100 µL PBS. Another set of animals received daily intraperitoneal injections of 25 µL of the SCR for 1 week prior to the *i.v.* injection of 143B-Luc^+^ (1.5 × 10^6^ cells/100 µL PBS). A separate group received the SCR of EFEMP1-knockdown 143B cells, followed by tail vein injection of the 143B-Luc^+^ cells, as described above.

For spontaneous lung metastasis formation, animals were injected subcutaneously in the lower flank with 5 × 10^5^ of 143B-Luc^+^ cells/100 µL PBS. After reaching a maximum volume of 60–100 mm^3^, subcutaneous tumours were surgically excised and the skin incision was sutured with the animals under anaesthesia (10 mg/kg; Rompun 2%, Kiel, Germany).

Animals were monitored weekly for lung metastasis formation during a maximum of 60 days by bioluminescence imaging (BLI) on an IVIS Lumina XR (Caliper Life Sciences Inc., PerkinElmer, Massachusetts, USA). Images were acquired after *i.p.* injection of D-Luciferin (150 mg/kg), with the animals anaesthetized with 2.5% of isoflurane (Virbac, Carros, France) in 100% O_2_. Bioluminescent images were analysed using the Living Image software version 4.10 (Xenogen, Alameda, California). A region of interest was drawn around the lesions for the quantification of the bioluminescent signal. Values are expressed photons/sec/cm^2^/sr. At the end of the study, animals were euthanized by cervical dislocation and peripheral blood and metastatic lungs were collected for histopathological analysis.

### Clinical samples

Paraffin-embedded biopsy specimens were obtained retrospectively from 29 patients diagnosed with OS. At the time of diagnosis, all patients had strictly localized disease and were naïve to any chemotherapy. Of the 29 patients, 26 were classified as having conventional high-grade OS while the remaining 3 were classified as low-grade. Except for those with low-grade, all patients underwent chemotherapy prior to surgery, and all received adjuvant chemotherapy. The follow-up period ranged from 1 year to at least 10 years, or until death.

The specific characteristics of the patients are summarized in Table 1.

**Table 1:** Clinicopathological features of osteosarcoma patients

Number of patients	29
**Age**	
Mean (range)	33.6 (15–78)
**Variable**	**Number (%)**
**Gender**	
Male	15 (52)
Female	14 (48)
**Primary tumour location**	
Femur	16 (55)
Tibia	5 (17)
Humerus	2 (7)
Fibula	2 (7)
Others	4 (14)
**Tumour grade**	
High grade	26 (90)
Low grade	3 (10)
**Metastasis**	12 (41)
**Disease-free interval (DFI)**	**Months**
Mean (range)	41.4 (6-159)

#### Scanning electron microscopy (SEM)

Small fragments of resected lung tissues and decellularized matrices were fixed with 2% glutaraldehyde and examined in a scanning electron microscope (Flex SEM 1000, HITACHI), under variable pressure scanning using an accelerating voltage of 5–10 kV.

### Transmission electron microscopy (TEM)

Resected lung tissues were sectioned into small fragments (1 mm^3^) and fixed for 2 h in 2.5% glutaraldehyde buffered with 0.1 M cacodylate buffer (pH 7.4), followed by a post-fixation in 1% osmium tetroxide (OsO_4_) for 1.5 h. After washing, samples were incubated with 1% aqueous uranyl acetate for 1 h, for contrast enhancement. Samples were then dehydrated in a graded acetone series (30–100%) followed by resin embedding using an epoxy embedding kit (Fluka Analytical, Sigma Aldrich, Germany). Ultra-thin sections were obtained with a Leica EM UC6 (Leica Co; Austria) ultramicrotome, mounted on copper grids and stained with lead citrate 0.2% for 7 min. Images were acquired on a Tecnai G2 Spirit Bio Twin electron microscopy at 100 kV (FEI) and AnalySIS 3.2 software.

### Histopathological analysis and immunostaining

For murine models, lung tissues and primary tumours were fixed in 4% paraformaldehyde (PFA) and processed for paraffin embedding. Sections of 4 μm were stained with haematoxylin and eosin (H&E, Sigma-Aldrich, St. Louis, MO, EUA) or antibodies against fibronectin (ab2413, Abcam, USA), alpha-smooth muscle actin (α-SMA, ABT 1487, Millipore, Darmstadt, Germany) and vimentin (V9; Ventana, Arizona, EUA). Antigen retrieval was performed by immersing slides in EDTA-Tris buffer (pH 8) for 8 min at 95 ºC and then blocked with a buffered hyper protein solution for 4 min to avoid nonspecific bonds. Immunostaining was performed using a Ventana Marker Platform Benchmark Ultra IHC/ISH with the resource of a multimeric indirect free biotin detection system - Optiview DAB IHC Detection Kit (Ventana Medical Systems, Arizona, EUA), according to the manufacturer instructions. A Gordon’s and Sweet silver staining was performed for the detection of reticulin fibers. Slides were observed under a light microscope Nikon Eclipse 50 I and images were captured with a Nikon-Digital Sight DS-Fi1 camera. Architectural changes were evaluated, and inter-alveolar septal thickness was measured in randomly selected H&E-stained sections.

Clinical samples were formalin-fixed for 24 h and then decalcified with 10% nitric acid for 1–5 days based on tissue hardness, with daily integrity checks. The samples were paraffin-embedded and sectioned into 4 μm tissue slices for immunostaining with anti-EFEMP1/fibulin 3 monoclonal antibody (1:500, ab256457, Abcam). Hematoxylin-eosin staining was performed using standard methods as a counterstain. Immunohistochemistry positivity was considered when at least 1% of the viable neoplastic cells showed cytoplasmic and/or membrane expression of any intensity (weak, moderate or strong). The sections were assessed by an experienced pathologist.

### Primary lung fibroblasts isolation and culture

Lungs were harvested, washed in PBS, minced with scissors, and enzymatically digested with 0.1% collagenase A (Roche, Mannheim, Germany) and dispase II (2.4 U/mL; Gibco, Japan) for 90 min at 37 ºC, and then filtered through a 70 μm filter strainer and washed with a physiological saline solution containing 0.05 M EDTA. The obtained cell suspension was plated into 1% gelatin pre-coated dishes and maintained in RPMI 1640 (Sigma-Aldrich, UK) supplemented with 15% FBS and 1% antibiotic-antimycotic at 37 ºC under 5% CO_2_. All experiments were performed with early passages fibroblasts (P2-P4).

### Decellularization

#### Lung fragments

Small lung fragments (2 × 2 mm) were incubated in hypotonic buffer (10 mM Tris HCl/0.1% EDTA, pH 7.8) for 18 h at room temperature, and then washed in PBS (3x, 1 h) and immersed in a detergent solution (0.2% SDS/10 mM Tris HCl, pH 7.8) for 24 h at room temperature. Fragments were washed in hypotonic buffer (3x, 20 min) and incubated in DNAse solution (50 U/ml DNAse/ 10mMTris HCl, pH 7.8) for 3 h at 37 °C. Decellularized matrices were washed in PBS (2x, 20 min) to remove the residual detergent and DNAse solution and were maintained under sterile conditions at 4ºC in PBS until use. All steps were performed under agitation at 165 rpm.

#### Fibroblasts

Fibroblast cell sheets were incubated with buffer I (1 M NaCl, 5 mM EDTA, 10 mM Tris/HCl pH 7.4) for 1 h at room temperature, washed with PBS (3x, 10 min) and then exposed to buffer II (0.5% [w/v] SDS, 25 mM EDTA, 10 mM Tris/HCl pH 7.4) for 30 min with agitation.

### Immunofluorescence

Primary fibroblasts were fixed with 4% paraformaldehyde (PFA, Sigma-Aldrich, St. Louis, MO, USA) for 20 min, permeabilized with 0.2% TritonX-100 (Sigma-Aldrich, St. Louis, MO, USA) for 10 min, and blocked with 3% bovine serum albumin (BSA, Sigma-Aldrich, St. Louis, MO, USA) for 1 h at room temperature. Afterwards, the cells were incubated with the primary antibodies against α-SMA (1:200, ABT 1487; Millipore, Darmstadt, Germany), fibroblast activation protein (FAP) (1:150, PA5-99313, Thermo Fisher Scientific, USA), vimentin (1:200, SP20, Thermo Fisher Scientific, USA) and fibronectin (1:200, ab2413, Abcam, Cambridge, UK) overnight at 4 ºC. The fibroblasts were then incubated with secondary antibody Alexa Fluor 568 or 488 (1:200, Invitrogen, USA) for 1 h at room temperature in the dark, and nuclei were counter with 2 mg/mL Hoechst 33,342 (Sigma-Aldrich, USA).

For immunofluorescence staining with Alexa Fluor 555 phalloidin, cells were fixed with PBS containing 4% sucrose and 4% paraformaldehyde for 10 min, permeabilized with 1% TritonX-100 for 10 min and blocked with 1% BSA for 45 min at room temperature , and then incubated with Alexa Fluor 555 phalloidin (1:40, Abcam, Cambridge, MA, USA) for 30 min at RT. Nuclei were stained with 2 mg/mL Hoechst 33,342 (Sigma-Aldrich, Buchs, Switzerland). The chamber slides were mounted in the Vectashield Mounting Medium (Vectashield, Vector Laboratories, United States).

Decellularized lung fragments and fibroblast cell sheets were processed for immunofluorescence as described above and stained with the primary antibodies against fibronectin (1:200) and collagen IV (1:200 ab19808; Abcam, Cambridge, UK) and then incubated with secondary antibody Alexa Fluor 488 (1:200, Invitrogen, USA). Images were captured in Carl Zeiss Axio Observer Z1 inverted microscope (Carl Zeiss, Thornwood, NY) and processed using the ImageJ 1.52p software (National Institutes of Health, USA).

### Cell migration

Cell migration was analysed using the wound-healing assay. Confluent monolayers of fibroblasts were manually scratched with a 200 µL sterile pipette tip. Photographs were taken immediately after scratching (baseline) and at 6 and 24 h in a Carl Zeiss Axio Observer Z1 inverted microscope (Carl Zeiss, Thornwood, NY). The wound closure at each time-point was quantified using ImageJ 1.52p software (National Institutes of Health, USA) and normalized to the baseline.

### Lung transcriptomic analysis

Total RNA was extracted from lung tissues using TRIzol reagent (Ambion by Life Technologies, USA) according to the manufacturer’s instructions. RNA was eluted in 30–40 µL RNase-free water. The concentration and quality of extracted RNA were determined with a NanoDrop spectrophotometer (Thermo Scientific, Wilmington, USA). RNA was stored at 80 ºC until use. Single-end sequencing was performed using the library prep kit TruSeq and the sequencing kit NovaSeq6000 SP Flowcell 100 cycles (Illumina, Inc.) for Mus musculus (Ensembl.GRCm38.82). The transcriptomic sequencing of RNA was performed on the Illumina NovaSeq 6000 instrument, at the VIB Nucleomics Core (www.nucleomics.be). The reads pre-processing was performed by VIB Nucleomics Core and involved: quality trimming (FastX 0.0.14, HannonLab), adapter trimming (cutadapt 1.15) [28], quality filtering (FastX 0.0.14 and ShortRead 1.40.0) [29] and removal of contaminants (bowtie 2.3.3.1). The pre-processed reads were then aligned to the reference genome of Mus_musculus.Ensembl.GRCm.38.82 using STAR 2.5.2b [30] and SAMtools 1.5 [31] Bioconductor package. The expression levels of the read overlapping genes were computed using the EDASeq package [32] for the within-sample and between samples normalizations. The differentially expressed genes were estimated by fitting a negative binomial generalized linear model using the edgeR 3.24.3 package [33]. The resultant p-value was corrected for multiple tests with Benjamini-Hochberg to control the false discovery rate (FDR).

Unless stated otherwise, the following bioinformatics analyses were conducted using the R programming language (version 4.1.1) in the RStudio integrated development environment. The volcano plots were achieved using the ggplot2 [34] (version 3.3.5) and ggrepel (version 0.9.1) packages. The Venn diagrams were generated with the webtool available at bioinformatics.psb.ugent.be/webtools/Venn/. The clusterProfiler [35] version 4.0.5) package was used to perform the gene set enrichment analyses (GSEA) for the Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Genes showing a p-value higher than 0.05 were excluded from the gene set. Heat maps were made with the ComplexHeatmap [36] (version 2.8.0) package. Protein-protein interaction (PPI) network of DEGs was visualized using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (http://string-db.org/). Graphics were refined and figures were assembled in Adobe Illustrator 2019 (version 23.1.1).

### Flow cytometry

Fresh lung tissue was minced with fine scissors and subjected to mechanical dissociation (GentleMACS, Miltenyi Biotech, Germany). The tissue homogenates were filtered gently through a 40 µm cell strainer and centrifuged at 600 g for 15 min at RT. The isolated single-cell suspension and peripheral leukocytes were fluorescently stained with anti-mouse CD11b-FITC (1:200, BioLegend, 101205) and Ly6G-PE (1:80, BioLegend, 127607), CD68-APC (1:300, BioLegend, 137007), CD19-PerCP (1:200, BioLegend, 115531) and CD45-PB (1:200, BioLegend, 103125). FACS Lysing solution (BD Sciences) was added to the samples for lysing red blood cells. Data were collected on a FACS Canto^™^ II (BD Biosciences, USA) and analysed using Infinicyt V.1.8 software (Cytognos, Salamanca, Spain).

### RNA extraction and qRT-PCR

Total RNA from lung tissue was extracted using TRIzol reagent (Ambion by Life Technologies, USA) according to the manufacturer’s instructions. The concentration and quality of extracted RNA were determined using a NanoDrop spectrophotometer (Thermo Scientific, Wilmington, USA). First-strand complementary deoxyribonucleic acid (cDNA) was synthesized from 2 µg of total RNA using the NZY first-strand cDNA synthesis kit. Quantitative real-time PCR analysis was performed using a Xpert SYBR Green MasterMix (GRISP, Porto, Portugal) on a CFX Connect Real-Time PCR Detection System (Bio-Rad Laboratories, Inc). Gene expression was normalized to the housekeeping genes glyceraldehyde 3-phosphate dehydrogenase (GADPH) and hypoxanthine-guanine phosphoribosyltransferase 1 (HPRT-1) ranked as stably expressed by the RefFinder algorithm (https://www.heartcure.com.au/reffinder/). The relative expression of target genes was calculated based on the 2^−∆∆Ct^ method, where ΔΔCt=(Ct _target_−Ct _housekeeping_)_Sample_−(Ct _target_−Ct _housekeeping_)_Control_. Primer sequences (Eurofins Genomics, Lisboa, Portugal) are listed in Table 2. A Primer-BLAST search was performed to evaluate primer specificity and self-complementarity values of already validated and published primer sequences.

**Table 2:** Primer sequences used in qRT-PCR

Gene	Forward (5’ – 3’)	Reverse (5’ – 3’)
CCL2	CAAGATGATCCCAATGAGTAG	TTGGTGACAAAAACTACAGC
CXCL2	GGGTTGACTTCAAGAACATC	CCTTGCCTTTGTTCAGTATC
CXCR2	CTACTGCAGGATTAAGTTTACC	GACGTATATTACAACCACAGC
FN1	CCTATAGGATTGGAGACACG	GTTGGTAAATAGCTGTTCGG
GAPDH	GCCTTCCGTGGTCCTACC	GCCTGCTTCACCACCTTC
HPRT1	GTTGAAGATATAATTGACACT	GGCATATCCAACAACAAA
IL-6	TTCCATCCAGTTGCCTTC	TTCTCATTTCCACGATTTCC
IL-1β	TCTATACCTGTCCTGTGTAATG	GCTTGTGCTCTGCTTGTG
PRG4	GATAATGCTATTCCAGGCAC	CATCCAGAAATAATGACCTCG
S100A8	ATACAAGGAAATCACCATGC	ATATTCTGCACAAACTGAGG
S100A9	CTTTAGCCTTGAGCAAGAAG	TCCTTCCTAGAGTATTGATGG
TGF-β	ATGGTGGACCGCAACAAC	TTGCTATATTTCTGGTAGAGTTCC
TNF-α	CAAGGGACTAGACAGGAG	TGCCTCTTCTGCCAGTTC

### Western blot

Total protein extracts were prepared using standard lysis buffer, separated by sodium dodecyl sulfate/polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to PVDF membranes (Bio-Rad, Hercules, CA, USA). Membranes were blocked with 5% of bovine serum albumin in Tris-buffered saline-tween 20 (TBS-T) and were incubated with appropriate primary antibodies fibronectin (1:500; ab2413; Abcam, Cambridge, UK), collagen IV (1:500; ab19808; Abcam, Cambridge, UK), EFEMP1 (1:1000, ab256457, Abcam), ITG β1 (1:1000, D6S1W, Cell Signalling), ITGα6 (1:1000, ab181551, Abcam) and CD44/HCAM (1:200,sc-7297, Santa Cruz Biotechnology), overnight at 4 °C. Afterward, the membranes were washed in 0.1% TBS-Tween and incubated with the secondary antibody (1:10000) for 1 h at RT and revealed by chemiluminescence (Clarity ECL western blotting substrates, BioRad) using ImageQuant LAS 500 chemiluminescence CCD camera (GE Healthcare Bioscience AB). Images were analysed using ImageJ software (National Institutes of Health).

### Adhesion assays

The 96-well plates were coated with fibronectin or collagen at concentrations ranging from 1 to 10 µg/mL for 2 h. The 143B-luc^+^ cells were seeded onto the substrates and allowed to adhere for 10 min at 37 °C. To remove the non-adherent cells, the wells were washed 3 times with PBS containing 1 M CaCl_2_.H_2_O and MgCl_2_.6H_2_O, and then 100 µL of EMEM culture medium containing 0.3 mg/mL of D-Luciferin was added to each well. The plate was read in the IVIS optical imaging system, and the bioluminescent signal was quantified using Living Image Software 4.10 (Xenogen, Alameda, CA, USA).

To evaluate the 143B cell adhesion to the decellularized lung scaffold, the decellularized fragments were placed in the 96-well plates and the 143B cells were seeded on top. The cells were allowed to adhere for 10 min at 37 °C and the same protocol as described above was followed to quantify cell adhesion.

### Mass spectrometry

#### Protein extraction

Proteins were reduced and alkylated with 100 mM Tris pH 8.5, 1% sodium deoxycholate, 10 mM tris(2-carboxyethyl)phosphine (TCEP), and 40 mM chloroacetamide for 10 min at 95ºC at 1000 rpm (Thermomixer, Eppendorf). 100 µg of protein were processed for proteomic analysis following the solid-phase-enhanced sample-preparation (SP3) protocol as described by Hughes et al. [37]. Enzymatic digestion was performed with Trypsin/LysC (2 µg) overnight at 37ºC at 1000 rpm. The resulting peptides were cleaned-up and desalted with C18 micro columns and further quantified.

#### Proteomics data acquisition

Protein identification was performed by nanoLC-MS/MS using an Ultimate 3000 liquid chromatography system coupled to a Q-Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Scientific, Bremen, Germany). Peptides were loaded onto a trapping cartridge (Acclaim PepMap C18 100Å, 5 mm x 300 μm i.d., 160,454, Thermo Scientific) in a mobile phase of 2% ACN, 0.1% FA at 10 µL/min. After 3 min loading, the trap column was switched in-line to a 50 cm by 75 μm inner diameter EASY-Spray column (ES803, PepMap RSLC, C18, 2 μm, Thermo Scientific, Bremen, Germany) at 300 nL/min. Separation was achieved by mixing A: 0.1% FA, and B: 80% ACN, with the following gradient: 5 min (2.5% B to 10% B), 120 min (10% B to 30% B), 20 min (30% B to 50% B), 5 min (50% B to 99% B) and 10 min (hold 99% B). Subsequently, the column was equilibrated with 2.5% B for 17 min. Data acquisition was controlled by Xcalibur 4.0 and Tune 2.9 software (Thermo Scientific, Bremen, Germany).

The mass spectrometer was operated in data-dependent (dd) positive acquisition mode alternating between a full scan (m/z 380–1580) and subsequent HCD MS/MS of the 10 most intense peaks from the full scan (normalized collision energy of 27%). ESI spray voltage was 1.9 kV. Global settings: use lock masses best (m/z445.12003), lock mass injection Full MS, chrom. peak width (FWHM) 15s. Full scan settings: 70k resolution (m/z 200), AGC target 3e6, maximum injection time 120 ms. dd settings: minimum AGC target 8e3, intensity threshold 7.3e4, charge exclusion: unassigned, 1, 8, > 8, peptide match preferred, exclude isotopes on, dynamic exclusion 45s. MS2 settings: microscans 1, resolution 35k (m/z 200), AGC target 2e5, maximum injection time 110 ms, isolation window 2.0 m/z, isolation offset 0.0 m/z, spectrum data type profile.

### Data analysis

The raw data was processed using the Proteome Discoverer software (Thermo Scientific) and searched against the UniProt database for Homo sapiens Proteome. The Sequest HT search engine was used to identify tryptic peptides. The ion mass tolerance was 10 ppm for precursor ions and 0.02 Da for fragment ions. The maximum allowed for missing cleavage sites was set to 2. Cysteine carbamidomethylation was defined as a constant modification. Methionine oxidation and protein N-terminus acetylation were defined as variable modifications. Peptide confidence was set to high. The processing node Percolator was enabled with the following settings: maximum delta Cn 0.05; decoy database search target FDR 1%, validation based on q-value. Imputation of missing values was performed only when a peptide was detected in at least one of the replicates analyzed. Quantitative evaluation was performed by pairwise comparisons of all detected peptides and the median ratio was used for protein level comparison. Significance assessment was performed using the background-based ANOVA method implemented in Proteome Discoverer 2.2 and multiple comparison adjustment of the p-values was performed.

### Protein functional enrichment analysis

The protein functional enrichment analyses for Gene Ontology (GO) terms and Reactome pathways were performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.8 bioinformatics tool (https://david.ncifcrf.gov/summary.jsp). The data analysis and visualization of differently expressed proteins were conducted in the R programming language (version 4.1.1) in the RStudio integrated development environment. The GO and pathways plots were achieved using the ggplot2 (version 3.3.5). A basic circle packing chart with parckcircles package (available at https://r-graph-gallery.com/305-basic-circle-packing-with-one-level.html) was used for GO – biological processes. The Venn diagrams were generated with the webtool available at bioinformatics.psb.ugent.be/webtools/Venn/.

### Enzyme-linked immunosorbent assay (ELISA)

Levels of EFEMP1 ELISA in mouse serum samples and in the SCR of wild-type, MG-63 cells, 143B cells and EFEMP1-knockdown 143B cells were determined using the Human EFEMP1 ELISA kit (Abcam, ab269552) according to the manufacturer’s instructions.

### Kaplan-Meier analysis

The Kaplan-Meier analysis was performed using the R2 database (R2: Genomics Analysis and Visualization Platform – http://r2platform.com) which contains genome-wide gene expression data of OS patient samples (dataset: Mixed OS (Mesenchymal) – Kuijjer – 127 – vst – ilmnhwg6v2). The chondroblastic, fibroblastic and osteoblastic OS patient samples (n = 73) or with metastatic disease (n = 37) in the database were divided into high and low EFEMP1 (ID: 2202) expressions based on scan cut-off.

### Statistical analysis

All data are expressed as mean ± standard error of the mean (SEM). Graphics and statistical analysis were performed using GraphPad Prism version 8.0.2 (GraphPad Software, San Diego, CA, USA). Independent variables were analysed by the Mann-Whitney test, whereas Kruskal-Wallis or one-way ANOVA was used for multiple comparisons. Statistical significance was set at the level of p < 0.05. For the Kaplan-Meier analysis of OS patient samples, statistical differences in survival curves were calculated by log-rank (Mantel-Cox) test. Figure illustrations were created with adobe illustrator or BioRender.com.

## Results

### Osteosarcoma cell-derived secretome induces transcriptome and tissue structural changes similar to a primary growing tumour

As the metastatic microenvironment plays a pivotal role in facilitating the seeding and outgrowth of disseminated tumour cells, we aimed to examine the lung environmental alterations that occur before lung metastasis formation. To establish the role of tumour-derived secreted factors in this process, we used two experimental mouse models. In the first group, animals were implanted subcutaneously with 143B OS cells for primary tumour (PT) formation (hereafter referred to as PT-bearing mice) (Fig. 1A). Tumours were allowed to grow until reaching an average volume of 50–60 mm^3^, which took approximately 8–10 days (Fig. S1A). To reproduce the continuous secretion of factors by developing primary tumour, a separate group of animals received daily *i.p.* injections of the secretome (SCR) derived from 143B cells (hereafter referred to as SCR-treated mice) for one week (Fig. 1B). In both conditions, none of the animals showed signs of respiratory distress or weight loss (Fig. S2A-B).

The lungs were subsequently harvested for histological and electron microscopic examinations. Histopathological analysis of formalin-fixed paraffin-embedded (FFPE) lung tissue from PT-bearing and SCR-treated mice demonstrated severe damage to the alveolar structure, with significant septum thickening compared to vehicle-treated control (CTR: 7.92 ± 0.40 μm; SCR: 15.79 ± 1.13 μm; PT: 24.25 ± 2.01 μm, p < 0.001), reduced airspace areas, and inflammatory cell infiltration, in comparison to the preserved lung parenchyma from control mice (Fig. 1C). No microscopically detectable lung metastasis was found in the lungs of PT-bearing mice at the endpoint.

Scanning electron microscopy (SEM) images revealed marked changes in the overall alveolar architecture with condensation of the connective tissue framework surrounding the alveolar spaces in the lungs of both PT-bearing and SCR-treated mice. Furthermore, transmission electron microscopy (TEM) images confirmed these observations and showed a disorganized and severely damaged pulmonary structure with leakage of proteins, vesicles, and surfactant (arrowheads) into the alveolar space. Additionally, septum thickening, nucleus with altered morphology, and fibrosis, evidenced by the accumulation of ECM proteins, in comparison with healthy controls.

These findings revealed early onset structural changes in the lung parenchyma, likely induced by the continuous release of distant tumour-secreted factors. Furthermore, the effects resulting from the daily administration of SCR closely resemble those observed in the host with the tumour, indicating a systemic tumour-mediated effect.

To understand the transcriptome alterations underlying lung histological and architectural changes, we performed comparative RNA sequencing-based transcriptome profiling of the lung tissue collected from healthy, SCR-treated, and PT-carrying mice.

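RNA from 15 lungs of athymic nude mice was analysed, 4 from control mice (CTR), 6 from SCR-treated mice and 5 from PT-bearing mice. 143B is a human osteosarcoma cell line, and its secretome is what the cells release into their culture medium. SCR-treated mice were given 25 µL of it per day by intraperitoneal injection for 1 week. PT-bearing mice received 500000 cells under the skin, and their lungs were taken after 8 to 10 days, at a tumour volume of 50 to 60 cubic millimetres. Fig. 1 gives 3 to 5 mice per group without naming the animals, so all mapped lungs are reported here. The authors trimmed and filtered the single-end reads, aligned them to the mouse genome (GRCm38) and counted them per Ensembl gene, which gave counts for 46603 genes. Total counts per lung were 14167644 to 22109856 in CTR (median 18283800), 13078095 to 18621680 in SCR (median 14530075) and 12767431 to 17386086 in PT (median 13176676). From these counts, 15870 genes were tested with edgeR's quasi-likelihood test after TMM normalization, with the 3 groups in one fit. CPM below are counts scaled to library size by TMM, except those of Xist, which were scaled to total counts without TMM. P-values were adjusted by the Benjamini-Hochberg method, and a change called at an adjusted p under 0.05. The mice were male or female according to the methods. By Xist and 4 genes of the Y chromosome, SCR lungs 4 and 6 and PT lungs 3 and 5 came from females, and the other lungs, all CTR lungs among them, from males. Transcripts of the other sex were present at low levels in SCR lung 5 (27.4 CPM of Xist), PT lung 6 (7.29 CPM of Xist) and SCR lung 6 (61 counts of the Y genes), and whether these lungs were mixed with others was not tested. SCR lungs 1 to 3 stood apart from the other lungs in mesothelial and B cell markers, in Scgb1a1 and in glucocorticoid response genes. Their mean log2 CPM of glucocorticoid response genes was 6.56, 6.69 and 6.38, against 4.71 to 5.68 in the other lungs. Their mean log2 CPM of mesothelial markers was 3.44, 1.97 and 1.00, against 3.72 to 5.29 in the other lungs. Scgb1a1, the secretory protein of club cells, took 6.59%, 3.99% and 9.01% of their counts, against 1.96% to 3.73% elsewhere. The list of club cell markers as a whole did not part them, at 8.59, 7.10 and 8.17 against 4.99 to 8.95 in the other lungs.

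**Figure D1:**
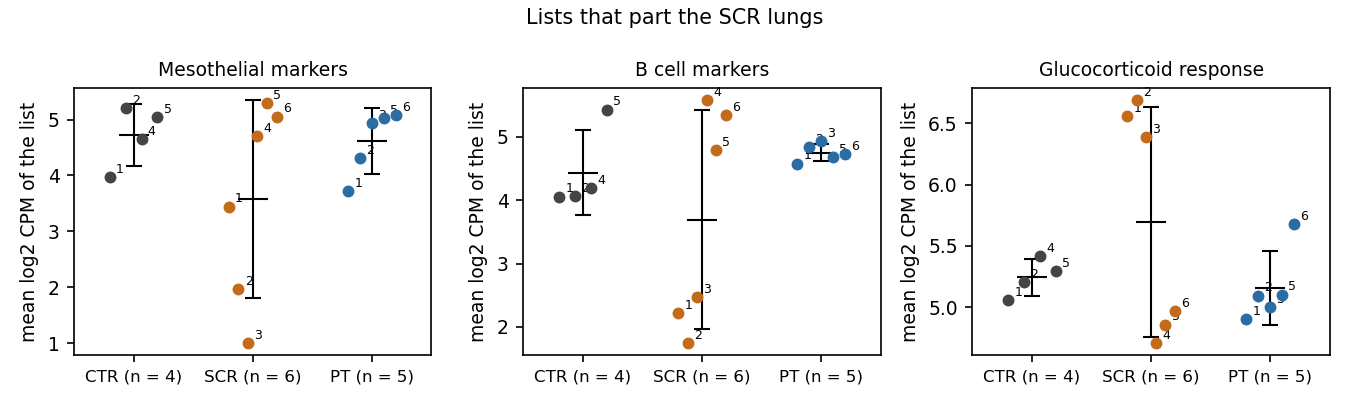
Mean log2 CPM of the genes of 3 lists in each lung (points, with the lung's number) for CTR, SCR and PT lungs, with mean and SD as bars. SCR lungs 1 to 3 lie at 1.75 to 2.48 for B cell markers, against 4.79 to 5.57 in SCR lungs 4 to 6.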

Among the 16,138 transcripts, we found a total of 502 differentially expressed genes (DEGs) between the control and experimental groups, using a cut-off of p-value < 0.05 and log fold change (FC)>|1|. Of these, 37 were shared between the two compared groups as shown in the Venn diagram (Fig. 1D). This relatively limited overlap between the two groups may be due to the fact that the SCR was collected from cell monoculture and administered daily in constant volumes. Despite this approach mimicking the systemic release of secreted factors equivalent to a growing primary tumour during the PMN formation, might not fully replicate the secretion dynamics of a growing tumour or the influence of the surrounding stromal microenvironment on its composition.

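In the lungs of SCR-treated mice, transcripts of basement membrane collagens and of AP-1 transcription factors were lower than in the controls. Col4a1 and Col4a2 encode the chains of the most widespread type IV collagen. Col4a1 fell from 853 ± 186 to 372 ± 82.1 CPM (mean ± SD, n = 4 CTR and 6 SCR lungs), a log2 fold change of -1.20 (standard error 0.19, edgeR adjusted p = 0.0289). Col4a2 fell from 662 ± 150 to 278 ± 53.5 CPM, a log2 fold change of -1.25 (standard error 0.18, edgeR adjusted p = 0.0136). Fosb, a subunit of AP-1, fell from 22.9 ± 7.89 to 3.49 ± 1.85 CPM, a log2 fold change of -2.71 (standard error 0.37, edgeR adjusted p = 0.0136). Of the 18 genes that passed the adjusted test, 16 were lower. They included the matrix proteins and proteases Col6a1, Thbs1, Mmp2, Adamts1 and Adamts2, the early response genes Atf3 and Egr2, and Mpo. The 2 that rose were Cetn4 and Sfxn2, with log2 fold changes of 1.24 and 1.04. In PT-bearing mice no gene passed. The smallest adjusted p was 0.0764, for the kinase Stk32c, which had 7.87 ± 1.57 CPM in PT against 2.42 ± 0.69 in CTR. At an unadjusted p under 0.05, 2976 genes differed in SCR lungs (1361 higher, 1615 lower) and 1216 in PT lungs (465 higher, 751 lower), where chance gives 794. DESeq2 called 600 genes in SCR and 20 in PT lungs after adjustment. With edgeR, 0 genes passed in SCR lungs with library size only, with a correction for GC content, with only the 2 groups compared in the fit, or in male lungs alone. At the threshold of the paper, 259 genes differed in SCR lungs (156 higher, 103 lower) and 153 in PT lungs (124 higher, 29 lower), together 388. Leaving out 1 lung moved the 18 genes to between 0, without CTR lung 4, and 108, without SCR lung 5, and without SCR lungs 1 to 3 none passed. Without CTR lung 5 the counts at the threshold of the paper were 407 and 395.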

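At the threshold of the paper, 24 genes differed in both comparisons. In both groups, 17 of them were higher and 5 lower, and the other 2 went opposite ways. The 5 lower genes were Mpo and Prg2, which encode granule proteins of myeloid cells, Fos and Fosb of AP-1, and Sez6l. Fos had 175 ± 69.0 CPM in CTR (mean ± SD, n = 4), 43.5 ± 32.7 in SCR (n = 6) and 70.7 ± 32.5 in PT lungs (n = 5). The higher genes included the monocyte chemokine Ccl12, with log2 fold changes of 1.41 in SCR and 1.54 in PT lungs, Derl3 of the endoplasmic reticulum (1.13 and 1.29) and Tcrg-C4 of the gamma T cell receptor (1.99 and 1.64). Xist, which is transcribed from the inactive X chromosome of females, was also among them, and all control lungs came from males. Independent lists of these sizes would share 2.50 genes. The same 4 control lungs entered both comparisons. In simulations without any effect, all lungs, the controls among them, were drawn with the same mean in every group. These shared 25.4 genes on average (18 to 37 over 20 simulations), from lists of 101 and 111 genes on average. Features of the real control lungs are absent from them. With separate control lungs for each comparison, 16.8 genes were shared on average (10 to 35 over 6 splits), of which 4 to 11 in each split went the same way in both. These lists held 394 and 278 genes on average, and independent lists of their sizes would share 2.09 to 13.1. Leaving out CTR lung 4 or 5 gave 15 or 86 shared genes.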

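Most integrin genes lay below the controls in SCR-treated mice, and most chemokine genes above them in PT-bearing mice. Of 23 integrin genes, 21 had a log2 fold change below 0 in SCR-treated mice, with a median of -0.34, 6 of them lower at an unadjusted p under 0.05. Itga5, the fibronectin receptor subunit, had a log2 fold change of -0.77 and Itga3, a laminin receptor subunit, -0.69. In mean log2 CPM of the list, SCR lungs 1 to 3 lay at 4.73, 5.07 and 4.91, SCR lungs 4 to 6 at 5.52 to 5.56 and CTR lungs at 5.60 to 5.69, so most of the fall comes from SCR lungs 1 to 3. In PT-bearing mice the median was -0.18. Chemokine genes were higher in PT-bearing mice, with 24 of 28 above 0, 15 of these at an unadjusted p under 0.05 and a median of 0.95. The mean log2 CPM of the chemokine list was 3.43 ± 0.22 in PT (SD, n = 5) against 2.44 ± 0.38 in CTR (SD, n = 4), and every PT lung lay above every CTR lung (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0651 over 41 lists). In SCR lungs it was 2.44 ± 0.37 (SD, n = 6), and the median log2 fold change was 0.14. Of 18 cytokine genes, 13 lay below 0 in SCR lungs (median -0.34) and 12 above 0 in PT lungs (median 0.16). The cytokine list was at 2.20, 2.54 and 2.65 in SCR lungs 1 to 3, and at 3.01 to 3.23 in SCR lungs 4 to 6, against 3.01 to 3.45 in the CTR lungs. The lists were tested with camera at a preset correlation. The adjusted p was 2.44e-05 for integrins in SCR and 0.0514 in PT lungs, 0.866 for chemokines in SCR and 9.26e-13 in PT lungs, and 0.0429 and 0.0535 for cytokines. With an estimated correlation, the adjusted p was 0.206 for integrins in SCR, 0.0607 for chemokines in PT and 0.665 for cytokines in SCR lungs. No member of these 3 lists passed the test over all genes. Adjusted over the list alone, 4 integrins, 1 chemokine and 1 cytokine were lower in SCR lungs, and 12 chemokines were higher in PT lungs.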

Even though gene set enrichment analysis (GSEA) identified enriched pathways in cancer, ECM-receptor interaction, focal adhesion, chemokine signalling pathway, and cytokine-cytokine receptor interactions (Fig. 1E). Furthermore, gene ontology (GO) functional enrichment analysis of the common DEGs confirmed their significant contribution to several biological processes (BP) terms, including inflammatory response, cell chemotaxis, cytokine-mediated signalling pathway, neutrophil migration, ECM organization, cytokine production, cell-cell adhesion, cellular extravasation, interleukin-6 production, and cell adhesion (Fig. 1F). 

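Markers of mature neutrophils were higher in PT-bearing mice and early response genes lower in SCR-treated mice. All 20 neutrophil genes had a log2 fold change above 0 in PT lungs, with a median of 1.10, and 9 had an unadjusted p under 0.05. Il1r2, the decoy receptor of interleukin 1, had a log2 fold change of 1.24 and Clec4d, a C-type lectin receptor of myeloid cells, 1.14. In SCR lungs the median was -0.21. The mean log2 CPM of this list was 3.36 ± 0.69 in CTR (SD, n = 4), 3.11 ± 0.76 in SCR (SD, n = 6) and 4.53 ± 0.15 in PT lungs (SD, n = 5). CTR lung 5, at 4.34, reached the level of the lowest PT lung. Of 24 immediate early genes, which respond within minutes to stimulation, all lay below 0 in SCR lungs with a median of -0.97, and 18 had an unadjusted p under 0.05. Atf3 had a log2 fold change of -1.64 and Egr2 of -1.30, and both passed the adjusted test. In PT lungs the median of these 24 genes was -0.36. Camera's adjusted p was 3.74e-14 for neutrophil markers in PT and 0.182 in SCR lungs, and 1.83e-14 for immediate early genes in SCR and 1.15e-04 in PT lungs. With an estimated correlation it was 0.166 for neutrophil markers in PT, and for immediate early genes 0.120 in SCR and 0.421 in PT lungs. Adjusted over the list alone, 3 neutrophil genes were higher in PT lungs, and 17 immediate early genes were lower in SCR lungs.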

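Transcripts of collagens and other proteins of the interstitial matrix were lower in SCR-treated mice. In SCR lungs, all 27 genes of this list had a log2 fold change below 0, with a median of -0.88, and 20 had an unadjusted p under 0.05. Col3a1 had a log2 fold change of -1.28 and Col1a1 of -1.53 in SCR lungs, and -0.41 and -0.77 in PT lungs. In PT lungs 24 of the 27 lay below 0, with a median of -0.40, and 5 had an unadjusted p under 0.05. The adjusted p of camera was 2.20e-14 in SCR and 9.81e-06 in PT lungs. With an estimated correlation it was 0.120 and 0.332. The exact permutation test on the mean log2 CPM of the list gave p = 0.00952 in SCR (adjusted p = 0.0781) and 0.0635 in PT lungs (adjusted p = 0.186). Adjusted over the list alone, 19 genes were lower in SCR and 0 in PT lungs. Of 28 genes of matrix proteases and their inhibitors, 24 lay below 0 in SCR lungs (median -0.32, camera adjusted p = 2.88e-05, adjusted p = 0.120 with an estimated correlation), and the median in PT lungs was -0.04 (camera adjusted p = 0.452). Without SCR lungs 1 to 3, the interstitial matrix and basement membrane genes together, 51 genes, had a median of -0.60 in SCR lungs. With all of these lungs it was -0.84. The mean log2 CPM of the protease list was 4.31 to 4.38 in SCR lungs 1 to 3. It was 4.68 to 4.78 in SCR lungs 4 to 6 and 4.92 to 5.10 in CTR lungs.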

The common DEGs were also enriched in cellular components (CC) terms, specifically ECM and collagen, as well as in molecular functions (MF) terms, including ECM structural constituents, cytokine receptor binding and cytokine activity.

Furthermore, a protein-protein interaction (PPI) network analysis of the overlapping 37 DEGs identified 159 edges among 33 nodes (PPI enrichment p-value < 1.0 × 10^− 16^, using the String platform), with genes such as collagens (Col1, Col4 and Col6), laminins and integrin-alpha-8 as a part of the main cluster of ECM-receptor interactions, focal adhesion and pathways in cancer (Fig. 1G). 

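Most of the collagen and laminin genes that Fig. 1G names had lower levels in both groups. Of its 31 gene labels that could be read, 28 were lower and 0 higher in SCR lungs at an unadjusted p under 0.05, and 27 lower and 2 higher (Ccl2 and Cxcl2) in PT lungs. The study chose these genes on the same lungs, so the counts are no independent evidence. Its laminin genes had log2 fold changes between -1.14 (Lama3) and -0.66 (Lama4) in SCR lungs, and between -0.83 and -0.55 for the same genes in PT lungs. Hspg2, which encodes the basement membrane proteoglycan perlecan, had 196 ± 53.2 CPM in CTR (SD, n = 4), 77.9 ± 30.7 in SCR (SD, n = 6) and 100.3 ± 17.4 in PT lungs (SD, n = 5). Itga8 (chromosome 2 of GRCm38, 12106632 to 12301922) had 369 ± 75.7, 288 ± 60.3 and 271 ± 50.2 CPM, with log2 fold changes of -0.36 (standard error 0.19) and -0.45 (standard error 0.19). Of the whole list of 24 basement membrane genes, 23 were lower in SCR and 20 in PT lungs at an unadjusted p under 0.05, the same numbers when adjusted over the list alone. The median log2 fold changes were -0.83 and -0.59. Camera's adjusted p was 6.05e-21 in SCR and 1.76e-16 in PT lungs, and with an estimated correlation the adjusted p was 0.120 and 0.166. Of the readable labels, 2 passed the threshold of the paper in both comparisons, Fos and Cxcl2.

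**Figure D2:**
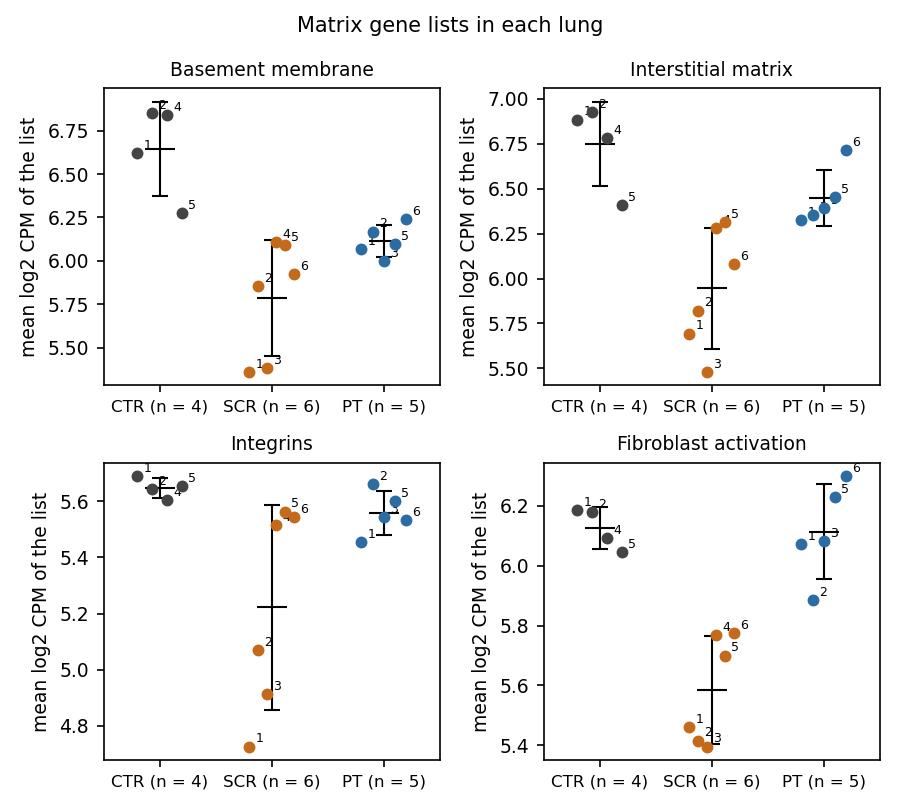
Mean log2 CPM of the genes of 4 lists in each lung (points, with the lung's number) for CTR, SCR and PT lungs, with mean and SD as bars. The basement membrane genes were at 6.65 ± 0.27 in CTR, 5.79 ± 0.34 in SCR and 6.12 ± 0.09 in PT lungs.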

Collagen, proteoglycans (e.g., versican and hyaluronan) and glycoproteins (e.g., laminins, elastin and fibronectin) are the core matrisome proteins of the ECM that maintain the proper tissue architecture [38]. Changes in ECM remodelling have profound implications for cellular signalling networks, as ECM components can act as pro-inflammatory stimuli and serve as ligands for various molecules and cell surface receptors, such as integrins, likely impacting metastasis formation [38–40]. The transcriptomic data strongly support this hypothesis, as several ECM-related pathways are dysregulated in response to secreted factors from the growing tumour or the administered secretome.

**Fig. 1:**
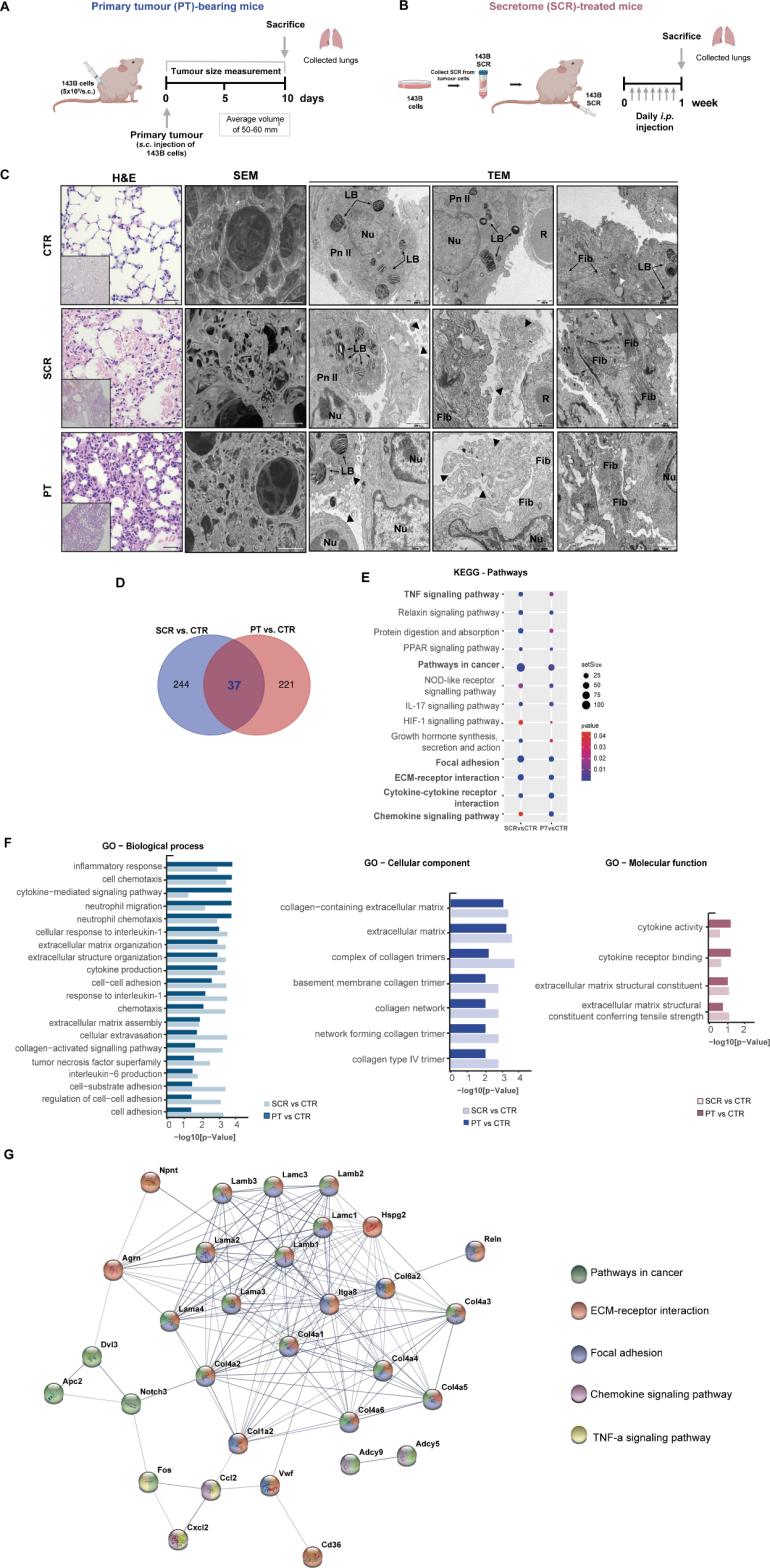
Changes in the transcriptome and lung tissue architecture in mice treated with the secretome or with a primary tumour. **A** Schematic diagram illustrating the *s.c.* injection of the 143B Luc^+^ cells into the lower flank of mice. Lung tissue was harvested when the primary tumour (PT) reached a maximum volume of 50–60 mm^3^ (PT-bearing mice, n = 3–5). **B** Schematic diagram illustrating the preparation and administration schedule of the 143B cell-derived secretome (SCR) in mice. Animals received daily *i.p.* injections for 1 week (SCR-treated mice, n = 3–5). Lung tissue was harvested at the end of the treatment. **C** Representative images of H&E at x200 magnification (Scale bar: 20 μm), SEM (Scale bar: 40 μm), and TEM (Scale bars: 1000 and 2000 nm) of lung tissue sections from untreated mice (CTR), SCR-treated or PT-bearing mice. Black arrowheads: exudate of protein, vesicles, and fragments of the surfactant; White arrowheads: mucous granules (produced by peribronchial glands); LB, lamellar bodies; Nu, nucleus; R, red blood cells; Pn II: pneumocytes type II (alveolar cells); Fib: fibrosis. **D** Venn diagram of differentially expressed genes (DEGs) in lungs for each pairwise comparison: SCR vs. CTR and PT vs. CTR. **E** KEGG pathway enrichment analysis of DEGs. Circle sizes denote the number of genes included in a group and the colour indicates the p-value. **F** Bar plots depicting the manually curated common Gene Ontology (GO) terms found for the two comparison groups. Biological process (BP), cellular component (CC), and molecular function (MF) of altered genes reporting the intersections in lungs from SCR vs. CTR and PT vs. CTR. **G** Representative protein-protein interaction (PPI) network, constructed with the common DEGs, using the STRING database

### Osteosarcoma-secreted factors cause changes in the lung ECM and the immune and inflammatory landscape during PMN formation

After identifying the core biological pathways through GSEA, we performed a heatmap-based analysis of the relative expression of transcripts linked to ECM remodelling, inflammation, and immune cell recruitment-related pathways between the control and experimental groups. Transcripts with significant expression changes (p-value < 0.05) compared to control mice are marked with a black border. Lung transcriptomic analysis revealed a higher number of significantly dysregulated genes in mice with PT than in those treated with the SCR, although the general trend in gene dysregulation was quite similar (Fig. 2A-B). 

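In the heatmaps, more genes differed in PT-bearing than in SCR-treated mice. Of the 26 labels of Fig. 2A, 24 were tested, and 19 had an unadjusted p under 0.05 in PT against 3 in SCR lungs. Of the 35 labels of Fig. 2B, 21 did in PT lungs (19 higher, 2 lower) and 13 in SCR lungs (4 higher, 9 lower). The study chose these genes on the same lungs. Stfa2l1, a transcript of the stefin family, had log2 fold changes of 1.76 in PT and 0.18 in SCR lungs. Jun, the partner of Fos in AP-1, had -0.26 and -0.64. The sign was the same in both groups for 21 genes of Fig. 2A and 23 of Fig. 2B. Over all tested genes, 2976 differed at that p in SCR and 1216 in PT lungs, but without SCR lungs 1 to 3 it was 1614 and 2059. That fit held only SCR lungs 4 to 6, and fewer lungs alone can lower the SCR count. The PT count moved although the PT and CTR lungs were the same, so the 2 counts do not compare on equal terms. Across the 15870 genes, which are not independent replicates, log2 fold changes of the 2 comparisons correlated with r = 0.50. Groups simulated without any effect, with simulated controls shared by both comparisons, gave 0.58 (0.54 to 0.61). Separate real controls for each comparison gave 0.12 on average (-0.10 to 0.29). The covariance was 0.0732, against 0.0574 in the simulations (0.0525 to 0.0652) and 0.0213 with separate controls (-0.0268 to 0.0528).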

The heatmap of ECM-related genes revealed 26 deregulated genes (Fig. 2A). 

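Of the secreted matrix regulators of this heatmap, Timp1 had its highest level in PT lungs. Timp1, an inhibitor of matrix metalloproteases, had 5.39 ± 0.74 CPM in CTR (SD, n = 4), 4.59 ± 1.45 in SCR (SD, n = 6) and 15.6 ± 6.17 in PT lungs (SD, n = 5). Its log2 fold change was 1.53 in PT (edgeR adjusted p = 0.368) and -0.24 in SCR lungs (adjusted p = 0.696). It was higher in PT than in SCR lungs, by a log2 fold change of 1.77 (standard error 0.27, edgeR adjusted p = 0.0233). Without SCR lungs 1 to 3 this was 1.68 and no longer passed (adjusted p = 0.226). Ctss, the lysosomal protease cathepsin S of macrophages, had log2 fold changes of 0.57 in PT and 0.02 in SCR lungs, and Cstb, an inhibitor of cathepsins, 0.32 and 0.39. Muc2 and Serpinb2 had too few counts to be tested.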

Notable findings include the upregulation of proteoglycan 4 (Prg4), known for its anti-inflammatory properties [41, 42], the downregulation of proteoglycan 2 (Prg2), a recognized tumour-suppressor [43], and the upregulation of cysteine-rich with EGF-like domain protein 2 (Creld2), which has implications for tumour progression via fibroblast reprogramming [44]. 

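Prg2 had lower mean levels in both groups of mice, and Prg4 differed from lung to lung within each group. Prg4 (chromosome 1 of GRCm38, 150449412 to 150466165) encodes the lubricant lubricin. It had 0.720 ± 0.993 CPM in CTR (SD, n = 4), 1.67 ± 1.99 in SCR (SD, n = 6) and 3.01 ± 2.27 in PT lungs (SD, n = 5). The log2 fold changes were 1.17 (standard error 1.04, edgeR adjusted p = 0.571) in SCR and 2.01 (standard error 1.06, edgeR adjusted p = 0.677) in PT lungs. Counts were 6, 3, 2 and 47 in the CTR lungs, 3, 1, 1, 80, 59 and 18 in the SCR lungs and 19, 33, 73, 12 and 83 in the PT lungs. Prg2 (chromosome 2, 84980461 to 84983632) encodes the major basic protein of eosinophil granules. It had 1.98 ± 1.74, 0.307 ± 0.252 and 0.437 ± 0.327 CPM in CTR, SCR and PT lungs. Prg2 also differed between lungs, at 0.468 to 4.47 CPM in CTR, and the groups overlapped (0 to 0.725 in SCR and 0.0768 to 0.953 in PT lungs). Its log2 fold changes were -2.65 (standard error 0.70, edgeR adjusted p = 0.0992) and -2.09 (standard error 0.70, edgeR adjusted p = 0.536). Creld2 (chromosome 15, 88819646 to 88826683), a protein of the endoplasmic reticulum that responds to misfolded proteins, had 33.6 ± 3.13, 48.1 ± 19.5 and 51.9 ± 17.0 CPM. It was higher in all 5 PT lungs than in any CTR lung (exact permutation test, two-sided, unadjusted p = 0.0317). The margin was small, at 37.5 CPM in the lowest PT lung and 37.2 in the highest CTR lung. Creld2 was also higher in SCR lungs 1 to 3 (60.9 to 73.4 CPM) but not in SCR lungs 4 to 6 (29.9 to 32.3 CPM, exact permutation test, p = 0.229). It did not pass edgeR's adjusted test in either comparison.

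**Figure D3:**
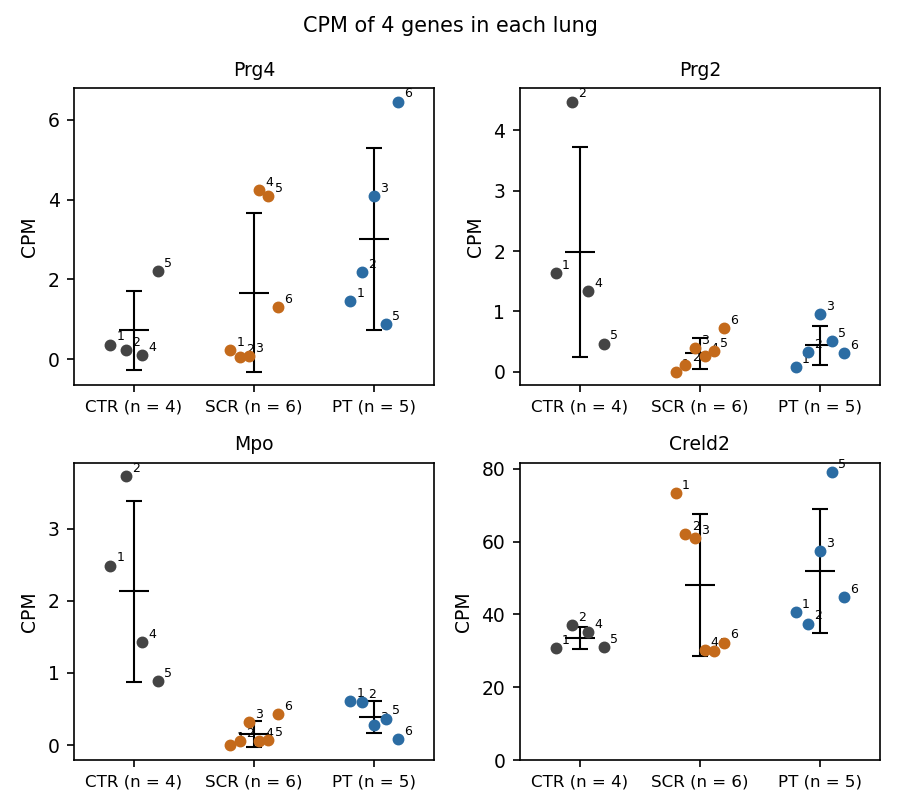
CPM of Prg4, Prg2, Mpo and Creld2 in each lung (points, with the lung's number) for CTR, SCR and PT lungs, with mean and SD as bars. The CTR lung with the most Prg4 had 2.20 CPM, and the other CTR lungs 0.0921 to 0.364 CPM.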

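Genes of the C1q complement component and several C-type lectins were higher in PT-bearing mice. C1qa, C1qb and C1qc, made by macrophages, had log2 fold changes of 0.91, 1.02 and 0.77 in PT lungs and of 0.20, 0.12 and 0.04 in SCR lungs. For C1qb this was 27.7 ± 4.50 CPM in CTR (SD, n = 4) against 56.0 ± 15.6 in PT lungs (SD, n = 5; edgeR adjusted p = 0.494). Clec7a, Clec10a and Clec12a had log2 fold changes of 0.82, 0.95 and 0.78 in PT lungs and -0.05, 0.18 and 0.27 in SCR lungs. Of 18 complement and lectin genes, 11 were higher in PT lungs at an unadjusted p under 0.05 (camera adjusted p = 2.44e-06, adjusted p = 0.166 with an estimated correlation), and 1 in SCR lungs (camera adjusted p = 0.905). S100a8 and S100a9, calcium-binding proteins of neutrophils, had 342 ± 123 and 547 ± 141 CPM in PT lungs, 155 ± 150 and 253 ± 230 in SCR lungs, and 123 ± 86.7 and 228 ± 167 in CTR lungs. Their log2 fold changes were 1.47 and 1.26 in PT and 0.33 and 0.15 in SCR lungs, where lung 6 had the highest levels (449 and 704 CPM). Cxcl5 had log2 fold changes of 1.61 in PT and 0.94 in SCR lungs, Ccl8 of 1.26 and 0.56, and Ccl9 of 1.17 and 0.58. Csf2, the growth factor GM-CSF, had 2.01 ± 0.19 CPM in CTR, 3.46 ± 1.11 in SCR and 3.54 ± 0.93 in PT lungs, with log2 fold changes of 0.78 and 0.81 (edgeR adjusted p = 0.156 and 0.559). None of these genes passed the adjusted test in either comparison.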

Other deregulated genes affiliated with the ECM and secreted ECM regulators include C1q complement components of collagen-like structures and C-type lectin-like receptors, the calcium-binding proteins S100A8/A9, the chemokines Cxcl5, Ccl8 and Ccl9, and the colony-stimulating factor (Csf) 2, all of them implicated in promoting cell proliferation, invasion and inflammation [45–49, 51, 52]. 

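Some chemokine receptor genes, and Saa3, had higher levels in PT-bearing mice. Ccr1, a receptor of monocytes and neutrophils, had 17.6 ± 4.81 CPM in CTR (SD, n = 4), 18.4 ± 7.50 in SCR (SD, n = 6) and 40.3 ± 5.85 in PT lungs (SD, n = 5), a log2 fold change of 1.20 in PT and 0.07 in SCR lungs. Ccr2, which brings monocytes out of the marrow, had 1.21 and 0.39. Of 17 receptor genes, 14 lay above 0 in PT lungs (median 0.37), 4 of these at an unadjusted p under 0.05. In SCR lungs the median was -0.08. Camera's adjusted p was 0.00230 in PT and 0.221 in SCR lungs, and with an estimated correlation the adjusted p in PT lungs was 0.421. The exact permutation test on the mean log2 CPM of the list gave p = 0.0397 in PT lungs (adjusted p = 0.181). CTR lung 5 lay at 4.24 and the other CTR lungs at 3.34 to 3.42, against 4.00 to 4.25 in PT lungs. Saa3, an acute phase protein that attracts myeloid cells, had 4.74 ± 3.42 CPM in CTR, 4.75 ± 3.30 in SCR and 44.9 ± 19.8 in PT lungs. In PT lungs its log2 fold change was 3.23 (standard error 0.49, edgeR adjusted p = 0.139), and every PT lung lay above every CTR lung (exact permutation test, two-sided, p = 0.00794).

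**Figure D4:**
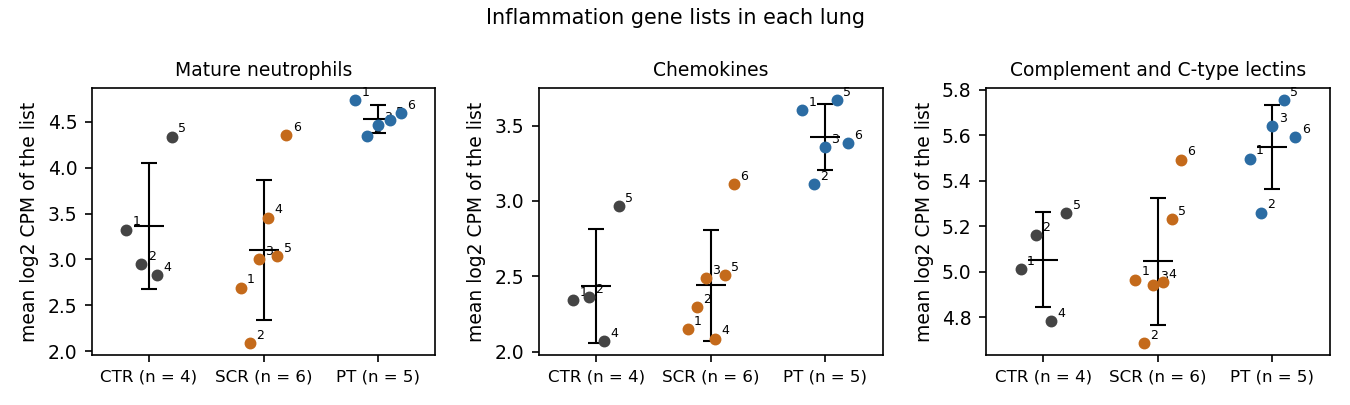
Mean log2 CPM of 3 inflammation lists in each lung (points, with the lung's number) for CTR, SCR and PT lungs, with mean and SD as bars. For mature neutrophil markers the PT lungs lie at 4.34 to 4.74, SCR lung 6 at 4.35, the other SCR lungs at 2.09 to 3.46, CTR lung 5 at 4.34 and the other CTR lungs at 2.83 to 3.32.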

Within the heatmap of genes related to inflammation and immune cell recruitment, we found 35 deregulated genes (Fig. 2B), including chemokines, chemokine receptors and also the S100A8/A9, which are involved in the recruitment and activation of myeloid immune cells [50]. 

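The transcript of myeloperoxidase was nearly absent from most lungs of treated mice, and Egr3 was lower after SCR treatment. Mpo (chromosome 11 of GRCm38, 87793581 to 87804413) encodes the peroxidase of neutrophil granules. It had 2.13 ± 1.25 CPM in CTR (SD, n = 4), 0.155 ± 0.177 in SCR (SD, n = 6) and 0.387 ± 0.225 in PT lungs (SD, n = 5). Its log2 fold change was -3.77 in SCR (standard error 0.70, edgeR adjusted p = 0.0416) and -2.42 in PT lungs (standard error 0.62, edgeR adjusted p = 0.494). Counts were 41, 50, 31 and 19 in CTR lungs, 0 to 6 in SCR lungs and 1 to 9 in PT lungs, and every SCR and PT lung had a lower CPM than every CTR lung. For SCR lungs the exact permutation test gave p = 0.00476, and for PT lungs p = 0.00794, each the smallest the numbers of lungs allow. Egr3, an early response transcription factor, had 4.78 ± 2.81, 1.15 ± 0.946 and 3.27 ± 1.77 CPM in CTR, SCR and PT lungs. It had a log2 fold change of -2.04 in SCR (standard error 0.56, edgeR adjusted p = 0.100) and -0.55 in PT lungs (standard error 0.55, edgeR adjusted p = 0.866).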

Myeloperoxidase (Mpo), an indicator of neutrophil activity [53], was downregulated, as was early growth response 3 (Egr3), a gene with tumour suppressor functions [53, 54]. Upregulated transcripts microsomal glutathione S-transferase (Mgst1) and aldehyde dehydrogenase 1 (Aldh1a1), together with lipocalin-2 (Lcn2), have been implicated in the immunosuppressive function of myeloid-derived suppressor cells (MDSCs) to facilitate tumour progression [55–58], while the fatty acid-binding protein 4 (Fabp4) has been strongly associated with cancer metastasis [49, 59].

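Mgst1 and Aldh1a1 had their highest levels in SCR lungs 1 to 3, and Lcn2 and Fabp4 in PT lungs. Mgst1 had 345 ± 63.3 CPM in CTR (SD, n = 4), 538 ± 289 in SCR (SD, n = 6) and 377 ± 53.3 in PT lungs (SD, n = 5). Aldh1a1, an enzyme of retinoic acid synthesis, had 1431 ± 319.5 CPM in CTR, 2347 ± 1254 in SCR and 1324 ± 326 in PT lungs. The log2 fold changes were 0.64 and 0.71 in SCR lungs (edgeR adjusted p = 0.262 and 0.264) and 0.13 and -0.11 in PT lungs. Lcn2, an iron-binding protein of neutrophils and of airway cells, had a log2 fold change of 0.85 in PT (standard error 0.26, edgeR adjusted p = 0.498) and 0.14 in SCR lungs (standard error 0.25, edgeR adjusted p = 0.798). Fabp4, a lipid carrier of fat cells and macrophages, had 12.7 ± 5.90, 15.3 ± 7.07 and 42.7 ± 39.7 CPM in CTR, SCR and PT lungs. Mgst1 was at 740, 470 and 1028 CPM in SCR lungs 1 to 3 and at 290 to 361 in SCR lungs 4 to 6. PT lung 5 had 112 CPM of Fabp4, and the other PT lungs 17.3 to 38.4.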

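Of the cytokine and receptor genes measured in both assays, Cxcr2 was higher in PT lungs, and Il1b and Il6 were lower in SCR lungs. Cxcr2, the neutrophil receptor of CXC chemokines, had 32.6 ± 20.0 CPM in CTR (SD, n = 4), 30.9 ± 22.2 in SCR (SD, n = 6) and 85.4 ± 13.5 in PT lungs (SD, n = 5), with log2 fold changes of -0.08 in SCR and 1.39 in PT lungs. Its ligand Cxcl2 had 1.01 ± 0.43, 0.498 ± 0.239 and 3.01 ± 1.86 CPM, with log2 fold changes of -1.05 and 1.54. Between PT and SCR lungs, the log2 fold change of Cxcl2 was 2.58 (standard error 0.42, edgeR adjusted p = 0.0350), and 2.23 without SCR lungs 1 to 3 (adjusted p = 0.367). Il1b had 133 ± 58.7 CPM in CTR, a mean of 56.6 (17.1 to 118) in SCR and 181 ± 45.8 in PT lungs, and Il6 had 1.43 ± 0.996, 0.419 ± 0.354 and 0.996 ± 0.247 CPM. The log2 fold changes in SCR lungs were -1.24 for Il1b (standard error 0.45, edgeR adjusted p = 0.164) and -1.75 for Il6 (standard error 0.58, edgeR adjusted p = 0.140). In PT lungs they were 0.45 and -0.54. Among the SCR lungs, Il1b and Il6 were lowest in lungs 1 to 3. The mean log2 CPM of the cytokine list was also low there, at 2.20, 2.54 and 2.65 against 3.01 to 3.23 in SCR lungs 4 to 6. No gene of this group passed the adjusted test against the controls in either group.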

Several of the differentially expressed transcripts were confirmed by qRT-PCR in lung tissue lysates, including S100A8/A9, Prg4, Cxcr2, Cxcl2, IL-1β, and IL6, and the results were consistent with RNA-seq data (Fig. 2C). Additionally, we examined the mRNA expression of TGF-β, TNF-α, and fibronectin, known for their immunosuppressive, pro-angiogenic, and ECM regulatory roles, respectively, which are also upregulated in the lungs of PT-bearing and SCR-treated mice compared to the controls.

Immunohistochemical (IHC) analysis of lung tissue sections revealed a marked increase in the deposition of two major ECM components, fibronectin and reticulin fibers, as well as upregulation of the activated fibroblast marker α-SMA and vimentin in both SCR-treated and PT-bearing mice, compared to the control group (Fig. 2D). It was also observed an increase in type IV collagen, (the major component of the basement membrane) by western blot (WB), as well as of fibronectin (Fig. 2E). These findings support the transcriptomic evidence of lung ECM remodelling during PMN formation.

After identifying DEGs enriched in biological processes related to the recruitment of myeloid cells, we conducted a flow cytometry analysis of infiltrating neutrophils and other immune cells (macrophages, eosinophils, monocytes and B-lymphocytes) in the lungs and peripheral blood of control, SCR-treated, and PT-bearing mice (Fig. 2F). The results showed a significant increase in the percentage of infiltrating neutrophils (CD11b^+^ Ly6G^+^) in the lungs of PT-bearing or SCR-treated mice compared to age-matched untreated mice (Fig. 2G). A similar trend was observed in the peripheral blood, albeit without reaching statistical differences. Regarding other immune cell populations (monocytes, macrophages, eosinophils and B-lymphocytes), no significant differences were observed in either the lungs or peripheral blood among the different experimental groups (Fig. S3A-B).

Depending on the microenvironment, neutrophils can acquire an anti-tumorigenic N1 or a pro-tumorigenic N2 phenotype [60]. In our study, we could not identify the phenotype of lung-infiltrating neutrophils, but the increased mRNA levels of TGF-β, a major regulator of neutrophil polarization, suggest an N2-like phenotype. Moreover, the transcriptomic analysis revealed an upregulation of Lcn2, a secreted glycoprotein produced by N2-neutrophils and implicated in promoting metastasis [61, 62], simultaneously with a marked downregulation of Mpo in the premetastatic lungs, providing additional support for this hypothesis.

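Genes of immature granulocytes had lower levels in SCR-treated mice. Of 5 measured genes of granule proteins made by granulocyte precursors, Mpo among them, all lay below 0 in SCR lungs, with a median log2 fold change of -2.07, and 3 had an unadjusted p under 0.05. Camp and Ngp, proteins of secondary granules, had log2 fold changes of -2.07 and -2.14 in SCR and of -0.62 and -0.70 in PT lungs. In PT lungs the median of the list was also -0.62. Camera's adjusted p was 8.33e-05 in SCR and 0.0674 in PT lungs, and with an estimated correlation the adjusted p in SCR lungs was 0.206. Adjusted over the list alone, 3 genes were lower in SCR and 1 in PT lungs. Lcn2 had 81.0 ± 11.7 CPM in CTR (SD, n = 4), 89.4 ± 30.4 in SCR (SD, n = 6) and 146 ± 46.1 in PT lungs (SD, n = 5). From the mRNA level of TGF-β, and from the higher Lcn2 together with the lower Mpo, the paper proposes that the infiltrating neutrophils have an N2-like phenotype.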

Altogether, these findings suggest that tumour-secreted factors instigate inflammatory signalling pathways in the lung microenvironment with concurrent ECM remodelling and neutrophil infiltration as part of PMN formation.

**Fig. 2:**
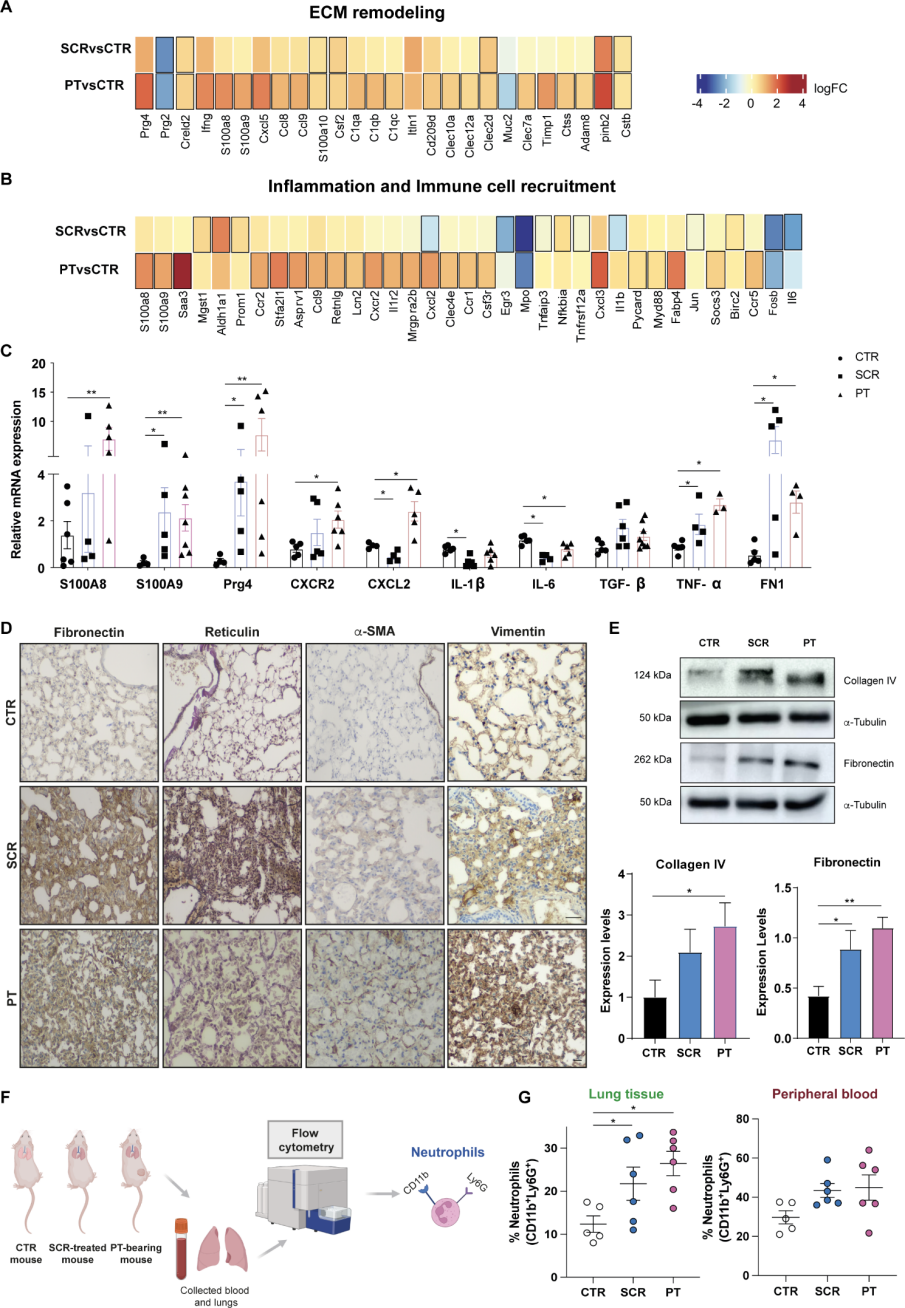
Lung microenvironmental changes in response to osteosarcoma-secreted factors. **A, B** Heatmaps of transcripts encoding genes involved in ECM remodelling, inflammation, and immune cell recruitment in lungs from SCR-treated or PT-bearing mice compared with controls. **C** qRT-PCR analysis of S100A8/A9, Prg4, Cxcr2, Cxcl2, IL-1β, IL6, TGF-β, TNF-α, and FN1 genes in lungs from SCR-treated mice or PT-bearing mice compared with controls. (n = 3–7, per group). **D** Representative images of fibronectin, reticulin, α-SMA, and vimentin immunostaining at x200 magnification (Scale bar: 30 μm) in lung sections from CTR mice, SCR-treated mice, or carrying a PT. **E** Western blot analysis of fibronectin and collagen type IV. Expression levels with graphic quantification. **F** Schematic diagram illustrating the analysis of lung-infiltrating neutrophils and the peripheral blood in mouse models by flow cytometry. **G** Flow cytometric quantification of infiltrating neutrophils in the lungs and in the peripheral blood of control, SCR-treated and PT-bearing mice (n = 5–6, per group). Data are presented as mean ± SEM from 3–7 independent biological samples. *p < 0.05, **p < 0.01 compared to control lungs (Mann-Whitney test)

### Activated lung fibroblasts in premetastatic lungs drive fibronectin and collagen deposition and favour the adhesion of OS cells to the lung ECM

Since fibroblasts are the predominant cells in the lung interstitium and the major producers of ECM components, we hypothesized that tumour-secreted factors trigger the activation of stromal fibroblasts for ECM remodelling.

To address this, we performed a phenotypic profiling analysis of lung fibroblasts directly isolated from freshly excised lungs of SCR-treated and PT-bearing mice, as schemed in Fig. 3A. Fibroblasts from age-matched healthy mice were used as controls and were termed as normal fibroblasts (NFs). Immunostaining showed an upregulation of α-SMA and FAP, two classical markers of activated fibroblasts, as well as of the intermediate filament vimentin, in fibroblasts from SCR-treated animals or PT-bearing animals, hereafter referred to as normal activated fibroblasts, NAFs^SCR^ or NAFs^PT^, respectively. The strong immunoreactivity for fibronectin in NAFs^SCR^ and NAFs^PT^, further supports the contribution of stromal fibroblasts to lung ECM remodelling, as previously described. Furthermore, staining with phalloidin, a marker for F-actin filaments, revealed alterations in actin organization, characterized by an irregular and disorganized shape and shortening of filament structures (Fig. 3B) in fibroblasts from PT-bearing and SCR-treated animals. These phenotypic changes were accompanied by an increase in cell motility, as assessed by a wound healing assay (Fig. S4A-B).

Given that fibronectin is a cell-adhesive glycoprotein known to promote tumour cell adhesion, we hypothesized that secretome-induced upregulation of fibronectin might promote further lung colonization by OS cells. To address this, we performed a cell adhesion assay with 143B cells on fibronectin-coated plates using coating concentrations ranging from 1 to 10 µg/mL. The results showed a gradual increase in the percentage of adherent cells with increasing fibronectin concentrations. Similar results were observed on collagen IV-coated plates, underscoring the role of these proteins as substrates for cell attachment (Fig. 3C).

Encouraged by these findings, we evaluated the adhesion of 143B cells to decellularized lung fragments from SCR-treated or PT-bearing mice. Immunofluorescence staining confirmed the increased deposition of fibronectin and collagen IV in decellularized fragments of animals treated with the SCR or with a PT (Fig. 3D), in agreement with IHC and WB data (Fig. 2D, E). We then seeded 143B cells on plates coated with decellularized lung scaffolds and allowed them to adhere for 10 min. Our results showed a significant increase in the percentage of 143B cells attached to the lung scaffolds of both SCR-treated (p < 0.01) and PT-bearing mice (p < 0.05), representing an approximately 50% increase compared to control animals (Fig. 3E). Furthermore, immunostaining of decellularized fibroblast cell sheets revealed an increase in staining intensity for fibronectin and collagen IV (Fig. S5), confirming the contribution of activated fibroblasts to ECM remodelling and cell adhesion.

**Fig. 3:**
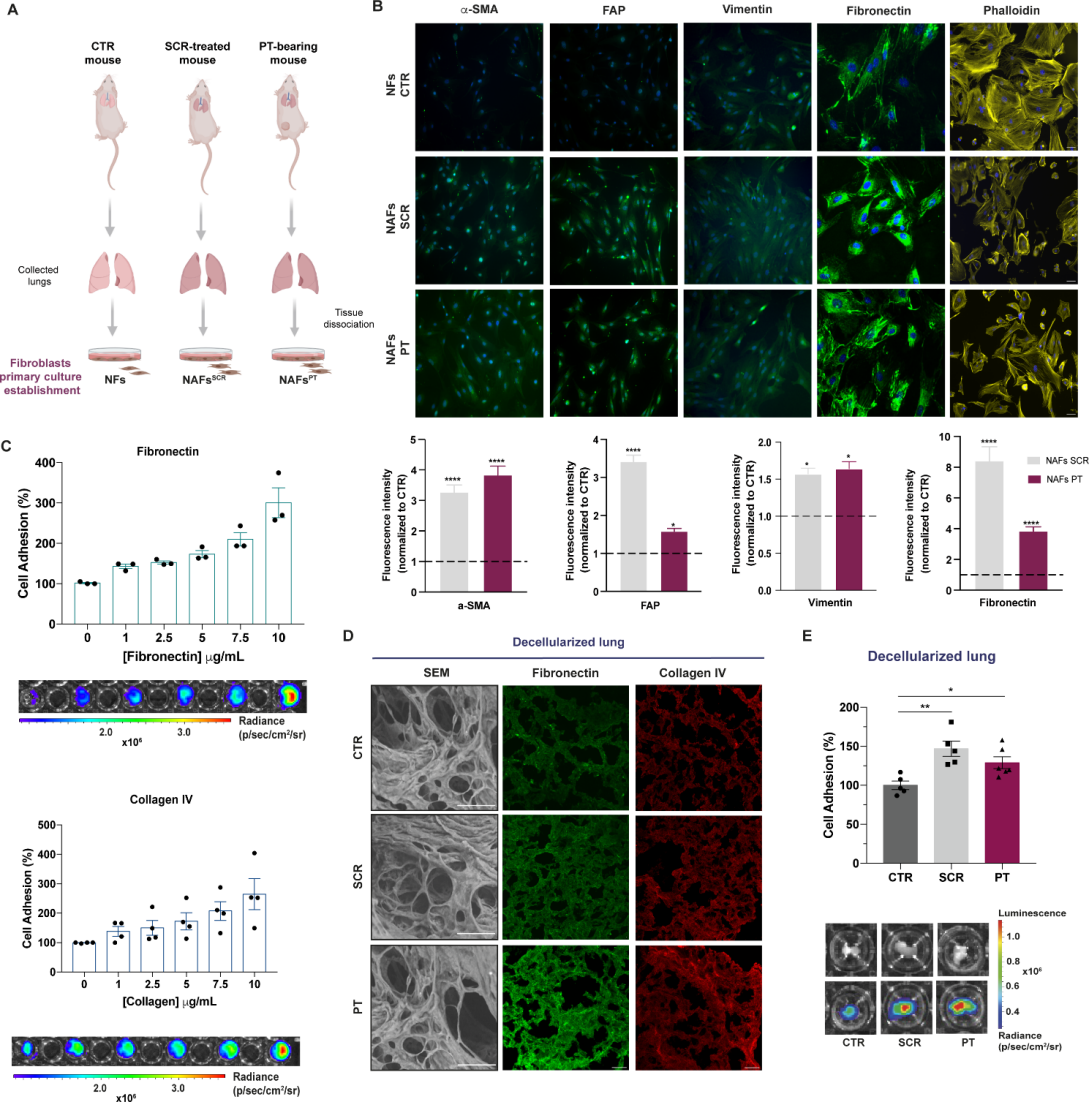
Increased deposition of fibronectin and collagen by activated lung fibroblasts favour the adhesion of OS cells to the lung ECM. **A** Schematic diagram of the establishment of the primary cultures of fibroblasts isolated from the lungs of untreated (NFs), SCR-treated (NAFs^SCR^) and PT-bearing mice (NAFs^PT^). **B** Representative image of immunofluorescence staining for α-SMA, FAP, vimentin, fibronectin and phalloidin at x20 magnification (Scale bar: 50 μm) in primary cultures of fibroblasts from CTR, SCR-treated or PT-bearing mice. Immunofluorescence quantification of α-SMA, FAP, vimentin and fibronectin (n = 3, per group). **C** Relative adhesion of 143B cells to increasing concentrations of fibronectin and collagen type IV ranging from 1 to 10 µg/mL (n = 3–4, performed in triplicate). Representative bioluminescence images of cell adhesion (143B cells) to different concentrations of fibronectin and collagen IV. **D** Representative SEM images (Scale bar: 50 μm) of decellularized lung sections and fibronectin and collagen immunostaining at x20 magnification (Scale bar: 50 μm) in decellularized lung sections from CTR mice, SCR-treated mice, or carrying a PT. **E** Relative adhesion of 143B cells to decellularized lung sections from CTR, SCR-treated, or PT-bearing mice (n = 5). Representative pictures of the decellularized fragments in the wells (upper row) and bioluminescent images of adhered cells (lower row). The bioluminescent signal is represented as radiance (p/s/cm^2^/sr). Data are presented as mean ± SEM. *p < 0.05 and ****p < 0.0001 are significantly different when compared to NFs (Kruskal-Wallis (B)); *p < 0.05 and **p < 0.01 when compared to healthy decellularized lungs (One-way ANOVA (E))

### Tumour secretome-induced microenvironmental changes in pre-metastatic lungs promote and accelerate lung metastasis formation

Up to this point, our data showed the impact of the OS cell secretome on lung PMN formation. To confirm whether this effect promotes and/or accelerates lung metastasis formation, we used an experimental metastasis model in mice. Animals were treated with the 143B-derived secretome daily for one week, followed by the *i.v.* injection of tumour cells into the tail vein (Fig. 4A). Non-preconditioned mice were used as the controls (Fig. 4B). Lung metastasis formation was monitored weekly for over 60 days using bioluminescence imaging (BLI).

**Fig. 4:**
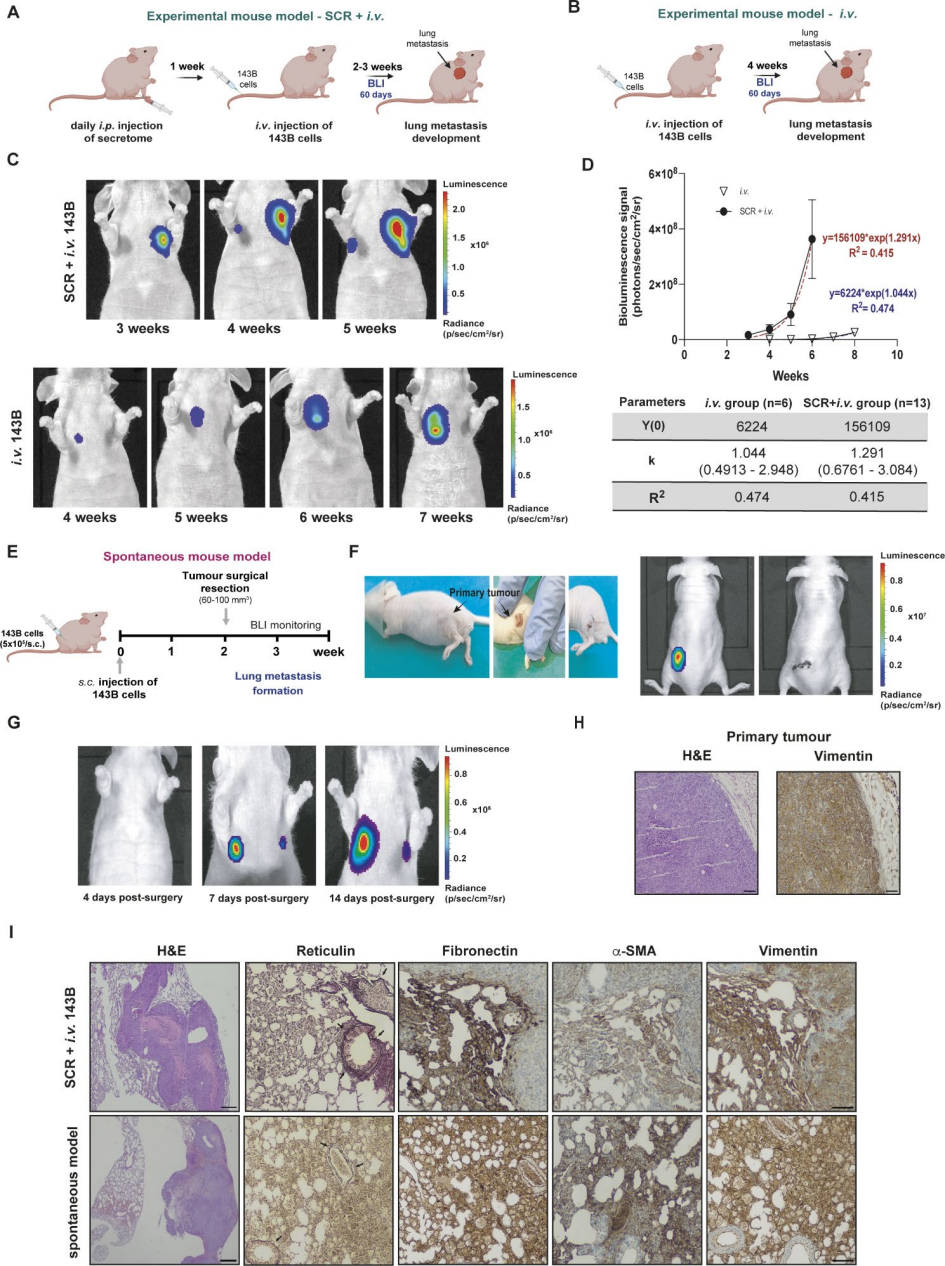
Osteosarcoma-induced PMN formation promotes and accelerates the formation of lung metastasis. **A** Schematic diagram of the experimental model of lung metastasis. Mice were treated with 143B cells-derived secretome (SCR) for 1 week, followed by *i.v.* administration of 143B Luc^+^ cells into the tail vein (SCR + *i.v.* group). **B** Schematic diagram of the experimental model of lung metastasis. Mice received only the *i.v.* injection of 143B Luc + cells without pre-treatment with the SCR (*i.v.* group). **C** Representative bioluminescence images of lung metastasis formation in pre-treated (SCR + *i.v. group)* and untreated (*i.v.* group) mice with secretome before the *i.v.* injection of 143B cells. **D** Exponential fitting of the bioluminescence signals (photons/second) of metastatic lesions over time in the *i.v.* group (∇ n = 6) and the SCR + *i.v.* group (• n = 13 mice), and corresponding kinetic parameters. **E** Schematic diagram of the spontaneous metastatic mouse model. Animals were injected subcutaneously with the 143B cells. After reaching a volume of 60–100 mm^3^, the tumour was excised, and the animals were monitored by BLI for lung metastasis formation. **F** Images of the surgical resection of a primary tumour with a volume of 60 mm^3^ and bioluminescence images before and after the excision of the tumour. **G** Representative bioluminescence images at 4, 7 and 14 days after surgical resection of the primary tumour. **H** Histological H&E images at x100 magnification (Scale bar: 30 μm) and immunostaining for vimentin at x100 magnification (Scale bar: 30 μm) of the resected tumour. **I** Histological H&E images at x40 magnification (Scale bar: 20 μm) and IHC staining for reticulin (arrowed), fibronectin, α-SMA, and vimentin at x100 magnification (Scale bar: 30 μm) of lung metastatic lesions in both experimental and spontaneous mouse models. Data are presented as mean ± SEM

All preconditioned animals developed lung metastasis, detected in the second to third weeks after cell inoculation, which rapidly progressed to larger and multilobular lesions. In contrast, only 55% of the untreated group, developed metastasis by the fourth week, mostly unilobular, with slower growth kinetics, never reaching the size of the treated group (Fig. 4C). Parameters estimated from the exponential fitting of the bioluminescent signals confirmed a faster growth rate of metastatic lesions in animals pre-treated with the OS cells secretome (Fig. 4D). The development of metastasis in some untreated animals was probably due to the highly aggressive nature of the143B cells. However, the metastatic rate was substantially lower and the lesions were smaller and less invasive than those in the preconditioned group.

We also established a spontaneous metastatic animal model to assess whether PMN formation induced by an engrafted primary tumour dictate the innate propensity of OS to metastasize to the lung. A primary tumour was induced by subcutaneous injection of 143B cells into the lower flank and allowed to grow until it reached a maximum volume of 60–100 mm^3^ (Fig. 4E). The tumour was then surgically excised and the animals were monitored for lung metastasis formation. Post-operative BLI images confirmed the complete removal of the primary tumour (Fig. 4F) and the absence of lung metastasis or metastasis to other organs. Four days post-surgery, there were no signs of lung metastasis; however, a week later, two nodules were detected, which progressively evolved over the following two weeks (Fig. 4G). These results suggest that, at the time of surgery, tumour cells were already disseminated in the circulation at the time of surgery and were able to colonize the permissive lung microenvironment induced by the primary tumour, allowing for their survival and metastatic outgrowth. The spontaneous formation of distant lung metastasis further confirms the organotropism of OS in this organ, which is thought to be achieved by factors secreted by the engrafted OS cells.

Histopathological examination confirmed the high-grade malignancy in both primary OS (Fig. 4H), and lung metastasis in both the experimental and spontaneous models (Fig. 4I), as evidenced by marked nuclear pleomorphism, the high mitotic rate, and intralesional necrotic areas. The Gordon-Sweet staining of lung sections, using silver impregnation, revealed an increased deposition and rearrangement of fibrillar collagens surrounding the metastatic lesions and around the bronchi and blood vessels, consistent with a fibrotic response.

Additionally, IHC showed strong immunoreactivity for fibronectin and α-SMA in the stromal regions of the periphery of the neoplastic lesions, which revealed the presence of activated fibroblasts in the lung. The mesenchymal marker vimentin, also known as fibroblast-intermediate filament, exhibited strong immunoreactivity in stromal and metastatic cells, confirming the mesenchymal origin of the latter.

Overall, these findings confirmed that lung alterations induced by the secretome or grafted OS cells create a favourable environment for the survival and outgrowth of metastatic cells and undergo continuous remodelling.

### Analysis of the proteomic profile of cell secretome and mouse plasma identified EFEMP1 as a potential prognostic biomarker in osteosarcoma

Since the effects of daily administration of SCR on a premetastatic lung were quite similar to those elicited by a local primary tumour, we performed a comparative mass spectrometry-based label-free quantitative proteomic analysis of the 143B SCR and the plasma from PT-bearing mice to identify potential common mediators predictive of lung metastasis formation. Secretome collected from a non-metastatic OS cell line (MG-63) [63] and plasma from healthy mice were used as controls. We confirmed the non-metastatic potential of MG-63 cells in mice, as none of the animals *i.v.* injected with these cells developed metastases (Fig. S6A).

A list of differentially expressed proteins (DEPs) of 143B *versus* MG-63 OS cells and plasma from healthy mice *versus* PT-bearing mice was generated using an FDR-adjusted p-value ≤ 0.05. A total of 2,595 proteins were identified in the secretome of OS cells, with 109 proteins differentially expressed between the 143B and MG-63. In the mouse plasma, we considered only proteins of human origin to focus on what was secreted by human OS-induced tumours. Out of these, we identified 195 differentially expressed between the plasma samples of PT-bearing mice and healthy controls.

GO enrichment analysis was performed on DEPs between the two pairwise comparisons to identify shared biological processes and molecular functions. The largest number of identified proteins was particularly enriched in neutrophil degranulation, platelet degranulation, ECM organization, and cell adhesion (Fig. 5A-B). Reactome enrichment analysis identified 8 common overlapping pathways engaged in platelet degranulation, neutrophil degranulation, molecules associated with elastic fibres, innate immune system, immune system, ECM organization, elastic fibre formation and cytokine signalling in the immune system (Fig. 5C). All of these pathways are known to be involved in PMN formation [64–67]. The Venn diagram in Fig. 5D identified three overlapping DEPs between the two pairwise comparisons, which include the epidermal growth factor-containing fibulin-like extracellular matrix protein 1 (EFEMP1, also called fibulin-3), cysteine-rich protein 1 (CRIP1) and proteasome subunit alpha type-5 (PSMA 5). Among these proteins, EFEMP1 was the most abundant in both the SCR and mouse plasma, exhibiting consistently high-intensity peak values and greater protein coverage across all replicates. EFEMP1 is an ECM glycoprotein broadly expressed in various tissues during development and adulthood. As a crucial component of the basement membrane, EFEMP1 plays a crucial role in preserving the structural integrity and stability of the ECM [68]. Considering the ECM alterations in the lungs of mice challenged with the SCR or carrying a PT, we reasoned that secreted EFEMP1 could play an important role in this process. To address this, we validated our proteomic approach by measuring protein expression and secreted levels of EFEMP1 by OS cells *in vitro.*

ELISA and western blot analysis confirmed the exclusive expression and secretion of EFEMP1 by 143B cells, with negligible levels observed in the non-metastatic MG-63 cell line, thereby supporting the proteomic data (Fig. 5E, F). Moreover, EFEMP1 was detected in the plasma of animals treated with the secretome or carrying a PT, as well as in those with established lung metastasis, with higher levels observed in the latter (Fig. 5G). The use of a human EFEMP1 ELISA kit points to 143B cells as a source of the plasmatic EFEMP1 levels. Importantly, this protein is involved in 3 out of the 10 common biological processes, specifically ECM organization, molecules associated with elastic fibres and elastic fibre formation, suggesting that it may contribute to ECM remodelling during metastasis.

To evaluate the functional effects of secreted EFEMP1 in lung metastasis formation, we knocked down 143 cells for EFEMP1 and collected the SCR. The siRNA knockdown resulted in effective protein silencing and a robust 90% reduction in EFEMP1 secretion, as confirmed by Western blot and ELISA, respectively (Fig. 5H, I). Non-targeting siRNA did not affect EFEMP1 expression or secretion. A new group of animals was then preconditioned with the SCR of EFEMP1-silenced cells and then injected into the tail vein with 143B-Luc ^+^ cells, as previously described. Remarkably, this approach resulted to the complete prevention of lung metastasis formation in 80% (4/5) of the animals throughout the 40-day monitoring period by BLI. The single case of metastasis that did occur was observed at later time-points and exhibited a slower progression rate compared those received the whole-secretome (Fig. 5J).These data demonstrate that EFEMP1 is indeed required to foster a permissive PMN to support the colonization, survival, and proliferation of incoming cells.

**Fig. 5:**
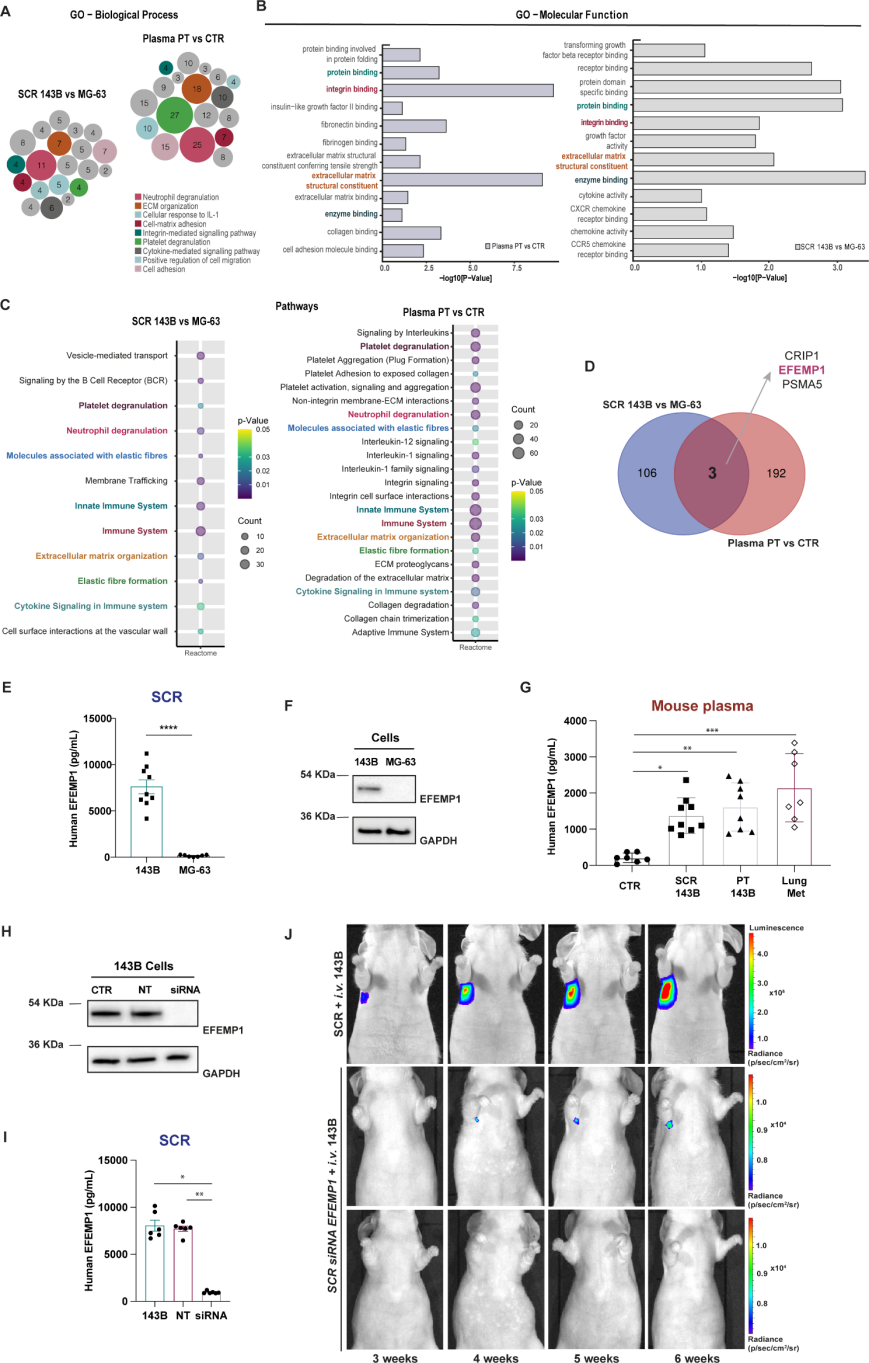
Proteomic analysis identified EFEMP1 as a potential metastatic-related biomarker in osteosarcoma. **A, B** Gene ontology analysis (GO) output. Biological process (BP) and molecular function (MF) of differently expressed proteins (DEPs) in the two pairwise-comparison groups (SCR 143B vs. MG-63; Plasma PT vs. CTR). Circle sizes in BP denote the number of genes involved in the process. **C** Reactome pathway enrichment analysis of identified proteins in the two pairwise- comparison groups. Circle sizes denote the number of genes included in a group and colour indicates the p-value. The common pathways are highlighted. **D** Venn diagram showing specific and common proteins among the two pairwise groups: SCR 143B vs. MG-63 and Plasma PT vs. CTR. **E** EFEMP1 levels in the SCR of the metastatic 143B and non-metastatic MG-63 OS cells. **F** Representative western blot of EFEMP1 in the metastatic 143B and non-metastatic MG-63 OS cells. **G** Plasma levels of EFEMP1 in control mice (CTR), mice treated with the 143B SCR, bearing a primary tumour (PT) or with lung metastasis (Lung Met). **H** Representative western blot of EFEMP1 expression in 143B cells (CTR), non-targeting (NT) and siRNA knockdown of EFEMP1 cells. **I** EFEMP1 levels in the SCR of 143B cells, NT and siRNA EFEMP1-knockdown cells. **J** Representative bioluminescence images of mice treated with the SCR of control 143B (SCR + *i.v. group)* or EFEMP1-knockdown cells (SCR siRNA EFEMP1 + *i.v.* group) followed *i.v.* injection of 143B-Luc^+^ cells. Data are presented as mean ± SEM, from 7 to 8 independent experiments. **** p < 0.0001 were significantly different when compared with the SCR from MG-63 (unpaired t-test (E)); *p < 0.05, **p < 0.01 and ***p < 0.001 were significantly different when compared with the values present in the plasma from healthy mice (Kruskal-Wallis test (G); *p < 0.05, **p < 0.01 were significantly different when compared with 143B SCR (Kruskal-Wallis test (I))

To explore the potential prognostic significance of EFEMP1 expression in OS patients, we conducted a retrospective study on a small cohort of 29 patients without evidence of metastasis at the time of diagnosis. Archived paraffin-embedded biopsy specimens of the primary tumour were immunohistochemically stained for EFEMP1 to investigate its association with the occurrence of lung metastasis during the follow-up period. Of the 29 patients, 12 (41.4%) experienced lung metastasis, and 50% of these patients had positive biopsy specimens for EFEMP1 with a disease-free interval (DFI) of 38.5 months (range: 6–77 months). The other 6 patients who tested negative for EFEMP1 had a longer DFI of 44 months (range: 15–159 months). Among the 17 patients who did not develop lung metastasis, only 6 (35%) showed positive staining for EFEMP1. Importantly, patients with EFEMP1-positive biopsies had a higher mortality rate of 58% compared to those with negative biopsies, whose mortality rate was 29%. Representative images of H&E and immunostaining for EFEMP1 in biopsy samples with negative, weak, moderate and strong intensities are shown in Fig. 6A. Positive staining was primarily observed in the cytoplasm and membrane of OS cells.

Due to the small sample size in our study, we were unable to perform a reliable Kaplan-Meier survival analysis. Therefore, we used the recognized R2 bioinformatic platform to conduct a univariate analysis, which revealed a significant correlation between high EFEMP1 expression and poorer overall survival (246 vs. 135 months) in high-grade conventional OS patients (raw p-value = 0.05, Fig. 6B). However, in the case of patients with lung metastases, we did not find a significant correlation between EFEMP1 expression and the overall survival (raw p-value = 0.379, Fig. 6C). These findings suggest that EFEMP1 upregulation in primary tumours is associated with poor prognosis in OS patients, particularly those with high-grade conventional OS. However, further studies using larger sample sizes are required to confirm these results and understand the underlying mechanisms of EFEMP1 in cancer progression and patient outcomes.

**Fig. 6:**
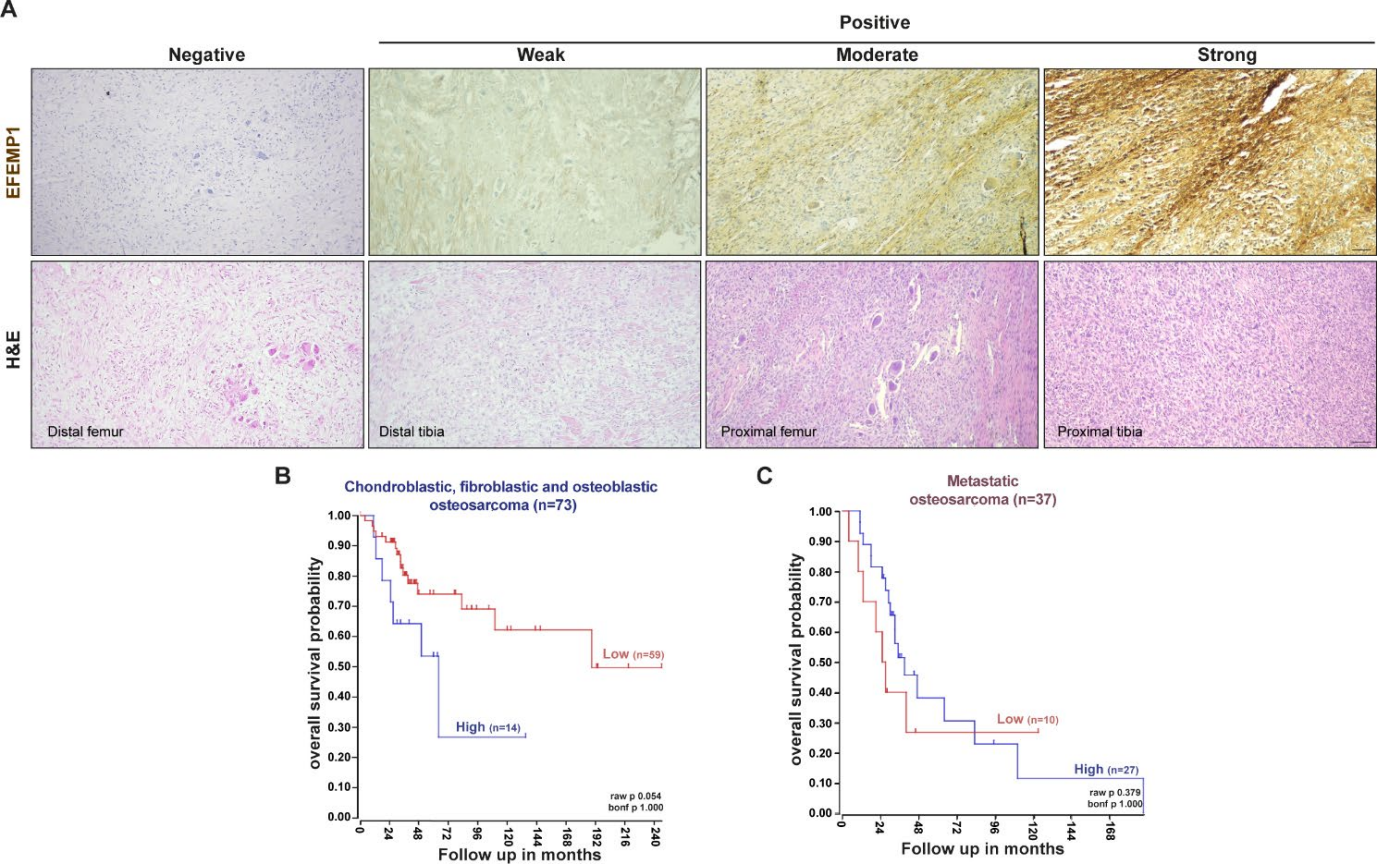
EFEMP1 expression in primary tumours correlates with poor prognosis in OS patients. **A** Representative images of EFEMP1 staining and H&E in biopsy samples of high-grade OS patients at x100 magnification (Scale bar: 50 μm). **B, C** Kaplan-Meier analysis of overall survival in chondroblastic, fibroblastic and osteoblastic OS patient samples (n = 73 patients) and with metastatic disease (n = 37 patients). Scan cut-off was used to group samples into high (blue) and low (red) EFEMP1 expressions. p-values were determined by a log-rank test

## Discussion

In this study, we aimed to understand the mechanisms by which OS cells reprogram the lung microenvironment to support colonization and outgrowth of disseminated tumour cells. Employing two experimental mouse models and a multi-omics approach, we demonstrated that OS cell-derived secreted factors instigate a permissive lung PMN for incoming tumour cells, comprising ECM remodelling, fibroblasts activation, neutrophil recruitment and shaping of the inflammatory environment. These alterations, observed in animals carrying a primary tumour or treated with SCR, highlight the pivotal role of OS-secreted factors in setting up the lung metastatic process.

The transcriptome data identified several DEGs enriched in related biological processes, indicating ECM remodelling, inflammatory response, cell adhesion and chemotactic signals as essential steps. IHC analysis confirmed the increased deposition of fibronectin and fibrillar collagen in the lungs of both experimental mouse models, a result that was further verified in decellularized lung fragments. These proteins, in addition to forming the ECM backbone, act as anchor points for cell adhesion molecules, like β1 and α6 integrins, as well as CD44, all of which are expressed in 143B OS cells (Fig. S7). Indeed, the increased attachment of 143B cells to decellularized lung scaffolds, confirms the pivotal role of fibronectin and collagen in mediating cell adhesion, regarded as a critical step for organ colonization (Fig. 3C, E). The remodelling of the ECM is also implicated in metastatic organotropism through organ-specific integrin-ECM interactions. Exosomal α6β4 and α6β1 integrins have been shown to dictate the exosome adhesion to ECM components and lung resident fibroblasts, resulting in stromal remodelling to host metastatic cells [69]. Although, we have not explored the individual contribution of exosomes to PMN formation, recent studies from our group confirmed that they express β1 and α6 integrins as their parental cells and have an intrinsic homing ability for homotypic lung metastasis [27].

Fibroblasts are the main producers of ECM components, both in homeostasis and in response to injury. In tumours, they are the major players in dysregulated collagen turnover and fibronectin deposition, manifested as desmoplasia [70–72]. Our findings confirmed a fibroblast-to-myofibroblast transition during the PMN, with concomitant deposition of fibronectin and collagen, that persists throughout metastatic progression. It is worth noting that these fibroblasts were isolated directly from tumour-free lung tissue without any intervening culture steps that might have impacted gene expression, further confirming the ability of fibroblasts to functionally adapt to the evolving environment. Cancer-associated fibroblasts (CAFs) are the most prominent stromal cells and serve as positive regulators of tumour growth at the primary tumour site by reprogramming the local microenvironment [73–75]. Similarly, metastasis-associated fibroblasts (MAFs) have been found to promote metastatic outgrowth by engaging in inflammatory-mediated communication with cancer cells [76, 77]. These findings were obtained in models with established lung macrometastases, whereas in our study, the fibroblasts phenotypic changes were observed in an incredibly early stage before tumour cell colonization.

The cytokine TGF-β is a major inducer of myofibroblast differentiation through autocrine and paracrine mechanisms, resulting in the secretion of additional growth factors, cytokines and chemokines involved in a complex integration of signals promoting the recruitment of BMDCs, angiogenesis, immunosuppression, and ECM remodelling [78, 79]. 

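Tgfb1 had its lowest level in SCR lungs, and Tnf and Ccl2 their highest in PT lungs. Tgfb1, which drives fibroblasts to form myofibroblasts, had 79.5 ± 14.1 CPM in CTR (SD, n = 4), 57.3 ± 12.6 in SCR (SD, n = 6) and 73.1 ± 19.3 in PT lungs (SD, n = 5). Its log2 fold change was -0.47 in SCR (standard error 0.20, edgeR adjusted p = 0.217) and -0.12 in PT lungs (standard error 0.21, edgeR adjusted p = 0.929). Tnf had 1.77 ± 1.10, 1.82 ± 1.25 and 3.24 ± 1.62 CPM, with log2 fold changes of 0.03 in SCR and 0.87 in PT lungs (edgeR adjusted p = 0.717). Ccl2, a chemokine that draws monocytes, had 2.23 ± 0.43, 1.37 ± 0.95 and 5.61 ± 3.81 CPM, with log2 fold changes of -0.72 in SCR and 1.32 in PT lungs (edgeR adjusted p = 0.415 and 0.573). None of the 3 genes passed the adjusted test in either comparison.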

Transcriptome and RT-PCR analyses confirmed the expression of TGF-β and other fibroblast activation inducers (e.g. TNF-α and CCl2) in premetastatic lungs, suggesting the fibroblast contribution in sustaining an inflammatory response. These findings are consistent with a study by Mazumdar et al. [80] on highly metastatic OS cell lines, including 143B, where they found that OS-derived EVs induced lung myofibroblast differentiation through the activation of the TGF-β1 and SMAD2 pathways. Flow cytometric analysis showed a significant increase in the infiltration of CD11b^+^Ly6G^+^ neutrophil (but not of other immune cells) in the pre-metastatic lungs of both models compared with age-matched controls. Similar findings were reported by Hiratsuka et al., who showed that TNF-α-induced S100A8 and A9 signalling promotes the expression of serum amyloid A3 (SAA3) and the recruitment of CD11b^+^ myeloid cells to premetastatic lungs [50, 81]. A large number of clinical studies have correlated high levels of intratumoral and systemic neutrophils with poorer disease prognosis, attributed to the release of pro-angiogenic and tumour-growth factors and the suppression of immune responses [82–84]. A few studies have reported the accumulation of neutrophils in future metastatic sites, but their role at this early stage remains elusive as both pro- and anti-metastatic functions have been described [26, 85–87]. As part of the innate immune system, neutrophils are recruited to sites of inflammation driven by cytokines and chemotactic factors to modulate the inflammatory process. Transcriptomic and qPCR analyses identified expression of several members of the CXC and CC chemokines and S100A8/A9 that are chemotactic for neutrophils, which could explain their accumulation in premetastatic lungs, but not their functional significance. Nevertheless, the upregulation of TGF-β and the marked downregulation of neutrophil MPO suggest a pro-tumorigenic role rather than anti-metastatic protection. 

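Chemokines were higher in PT than in SCR lungs. Of 28 genes, 23 had a log2 fold change of PT over SCR above 0, with a median of 0.67 (camera adjusted p = 9.24e-12, adjusted p = 0.0274 with an estimated correlation), and 2, Cxcl1 and Cxcl2, passed the adjusted test, but not without SCR lungs 1 to 3 (log2 fold changes 1.93 and 2.23, adjusted p = 0.303 and 0.367). Cxcl1, which attracts neutrophils, had 2.51 ± 0.98 CPM in CTR (SD, n = 4), 1.91 ± 0.32 in SCR (SD, n = 6) and 7.26 ± 2.81 in PT lungs (SD, n = 5). Between PT and SCR lungs its log2 fold change was 1.92 (standard error 0.29, edgeR adjusted p = 0.0219). Against the controls, log2 fold changes in PT lungs were 1.51 for Cxcl1, 2.14 for Cxcl3, 1.44 for Ccl4 and 1.43 for Ccl17, and in SCR lungs -0.41, 0.78, 0.34 and 0.05. Cxcl10, which is induced by interferon and attracts T cells, had 2.44 in PT and 0.32 in SCR lungs. No chemokine passed the adjusted test against the controls in either group.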

A limitation of this study is the use of immunocompromised mice, which does not allow us to assess the contribution of neutrophils to the suppression of T cell-mediated responses. However, inhibition of Ly6G + cell mobilization has been shown to prevent lung metastasis formation in both immunocompetent and immunodeficient mice, suggesting a T cell-independent effect, at least in the early stages [86]. However, further studies are needed to clarify the pro-metastatic contribution of neutrophils to PMN formation.

The follow-up animal studies confirmed that systemic remodelling of the lung microenvironment in the SCR-treated and PT-bearing mice promoted and accelerated lung metastasis formation, suggesting that a pre-existing growth-permissive niche is crucial for the incoming of metastatic cells.

Comparative analysis of differentially secreted proteins in the SCR of 143B cells and plasma samples of PT-bearing mice, identified common significantly enriched GO terms related to ECM organization, cell-matrix adhesion, neutrophil and platelet degranulation, and cytokine-mediated signalling. These findings are consistent with lung transcriptomic GO terms and, more importantly, with the lung microenvironmental changes previously described.

The glycoprotein EFEMP1 was one of the enriched proteins that was found in the 143B cell SCR, and in the plasma of mice with primary OS, lung metastasis or treated with the 143B cell-derived SCR in a tumour-free setting, suggesting a driving oncogenic role for lung metastasis in a premetastatic stage. The suppression of lung metastasis formation observed in 80% (4/5) of mice preconditioned with EFEMP1-depleted SCR, strongly supports this hypothesis, and importantly confirm the crucial role of this secreted protein in providing a permissive microenvironment, which is required for the subsequent survival and outgrowth of OS cells in the lung.

As already mentioned, EFEMP1 plays a central role in maintaining the structural integrity of the ECM, organizing the ECM scaffold and in promoting cell-ECM adhesion in normal connective tissue and disease [88]. This protein is upregulated in some tumours and has been described as a novel soluble signal strongly associated with the malignant progression in gliomas, pancreatic, ovarian, and bladder cancer, as well as OS, by promoting cell proliferation, MMP-induced invasion, migration, EMT, and angiogenesis [89–93]. Although not explored, we reasoned that EFEMP1 is involved in ECM remodelling and/or contributes to cell-matrix adhesion, which are integral parts of the premetastatic process, as previously observed in our study. Moreover, EFEMP1 is part of the core effectors of these biological processes. These findings point to EFEMP1 as a putative therapeutic target and a novel plasma biomarker with added value in predicting the risk of lung metastasis in OS. However, further mechanistic studies are warranted to understand the significance of EFEMP1-dependent SCR in favouring the metastatic potential of OS cells and to dissect the interplay between tumour and stromal cells mediated by EFEMP1.

In clinical studies, the small size of our patient cohort precluded us from establishing a definite causal relationship between EFEMP1 expression in primary tumour and the development of lung metastases. Nevertheless, we observed that patients with EFEMP1-expressing tumours have poorer overall survival, suggesting an association with tumour aggressiveness, which is substantiated by the Kaplan-Meier survival analysis. Further research with larger patient cohorts is needed to confirm this hypothesis and gain a more comprehensive understanding of EFEMP1 involvement in the disease.

## Conclusions

In summary, our study sheds light on systemic-induced lung microenvironmental changes that precede metastatic spread in OS. Integration of our data uncovers neutrophil infiltration and the functional contribution of stromal-activated fibroblasts in ECM remodelling for tumour cell attachment as early pro-metastatic events, which may hold therapeutic potential in preventing or slowing metastatic spread. Moreover, we identified EFEMP1, a secreted protein by OS cells, as a potential driver of lung metastasis. It not only holds promise as a therapeutic target but also as a plasma biomarker with added value in predicting the risk of lung metastasis in OS.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated in this study are available in the following databases: RNA-Seq data: GEO database [GSE216744] (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216744). Protein identification: PRIDE database [PXD040814]. (https://www.ebi.ac.uk/pride/archive/projects/PXD040814)

## Abbreviations

BLI: Bioluminescence imaging
BMDCs: Bone marrow-derived cells
BP: Biological Process
CAFs: Cancer-associated fibroblasts
CC: Cellular components
DAVID: Database for Annotation, Visualization and Integrated Discovery
DEGs: Differently expressed genes
DEPs: Differentially expressed proteins
DFI: Disease-free interval
ECM: Extracellular matrix
ELISA: Enzyme-linked immunosorbent assay
EVs: Extracellular vesicles
FDR: False discovery rate
FFPE: Formalin-fixed paraffin-embedded
GO: Gene ontology
GSEA: Gene set enrichment analysis
*i.p.*: Intraperitoneal
*i.v*.: Intravenous
IHC: Immunohistochemical
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAFs: Metastasis-associated fibroblasts
MF: Molecular Function
NAFs: Normal activated fibroblasts
NFs: Normal fibroblasts
OS: Osteosarcoma
PMN: Premetastatic niche
PPI: Protein-protein interaction
PT: Primary tumour
RT: Room Temperature
SCR: Secretome
SEM: Scanning electron microscopy
STRING: Search Tool for the Retrieval of Interacting Genes/Proteins
TEM: Transmission electron microscopy
WB: Western blot

# Supplementary material for: Unveiling the role of osteosarcoma-derived secretome in premetastatic lung remodelling
**Source:** J Exp Clin Cancer Res. 2023 Nov 30;42:328. doi: 10.1186/s13046-023-02886-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

**ADDITIONAL FILE 1**

**SUPPLEMENTARY FIGURES**

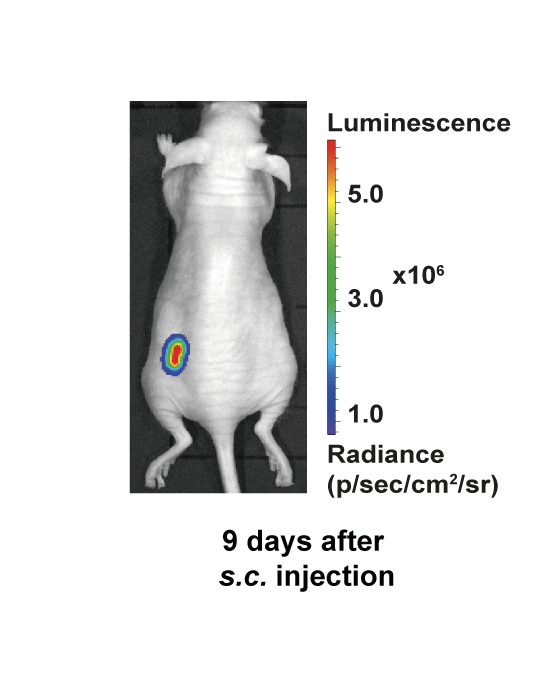

**Fig. S1. *In vivo* bioluminescence (BLI) imaging of subcutaneous primary tumour.** BLI monitoring of subcutaneous primary tumour formation 9 days after *s.c.* injection of 143B-luc^+^ cells. The bioluminescent signal is represented as radiance (photon/s/cm^2^/sr).

**
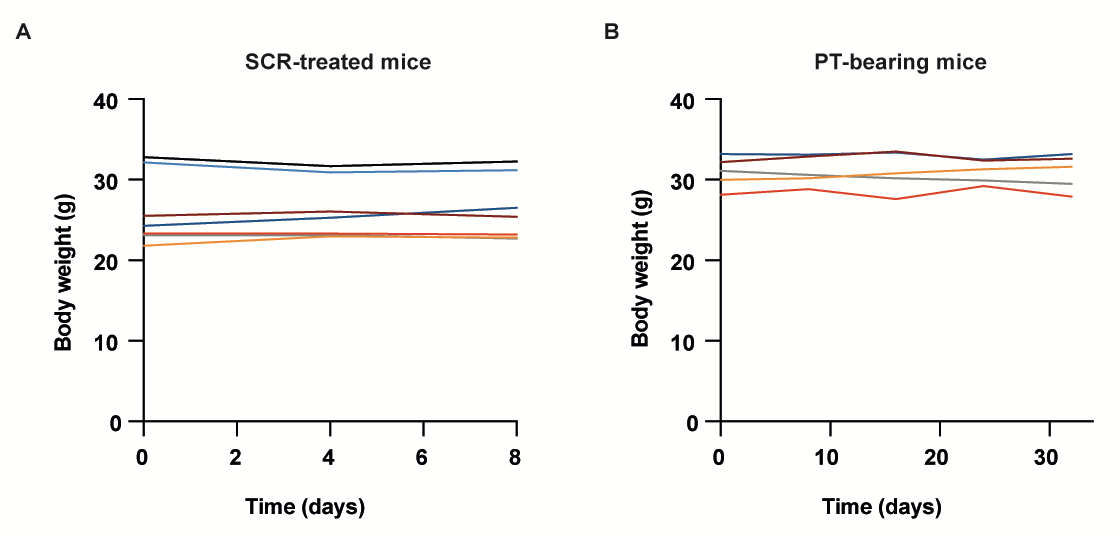
**

**Fig. S2. Body weight analysis in SCR-treated and PT-bearing mice. A** Monitoring of body weight over 8 days in the SCR-treated mice. **B** Monitoring of body weight over 30 days in the PT-bearing mice.

**
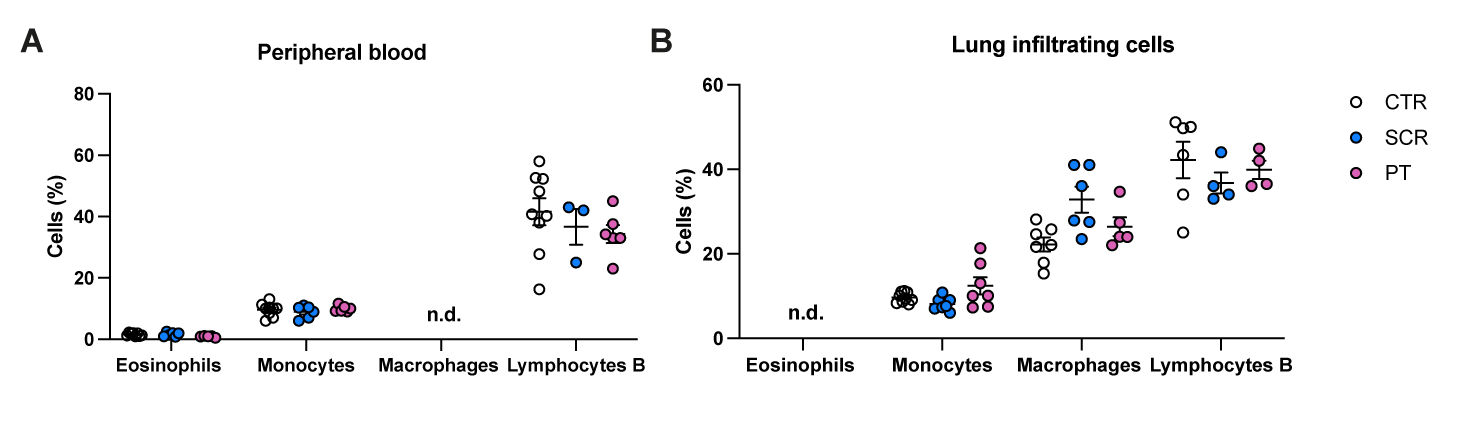
**

**Fig. S3.** Flow cytometric quantification of infiltrating immune cells in the peripheral blood **(A)** and in the lungs **(B)** of control, SCR-treated and PT-bearing mice (n=5-6, per group).

**
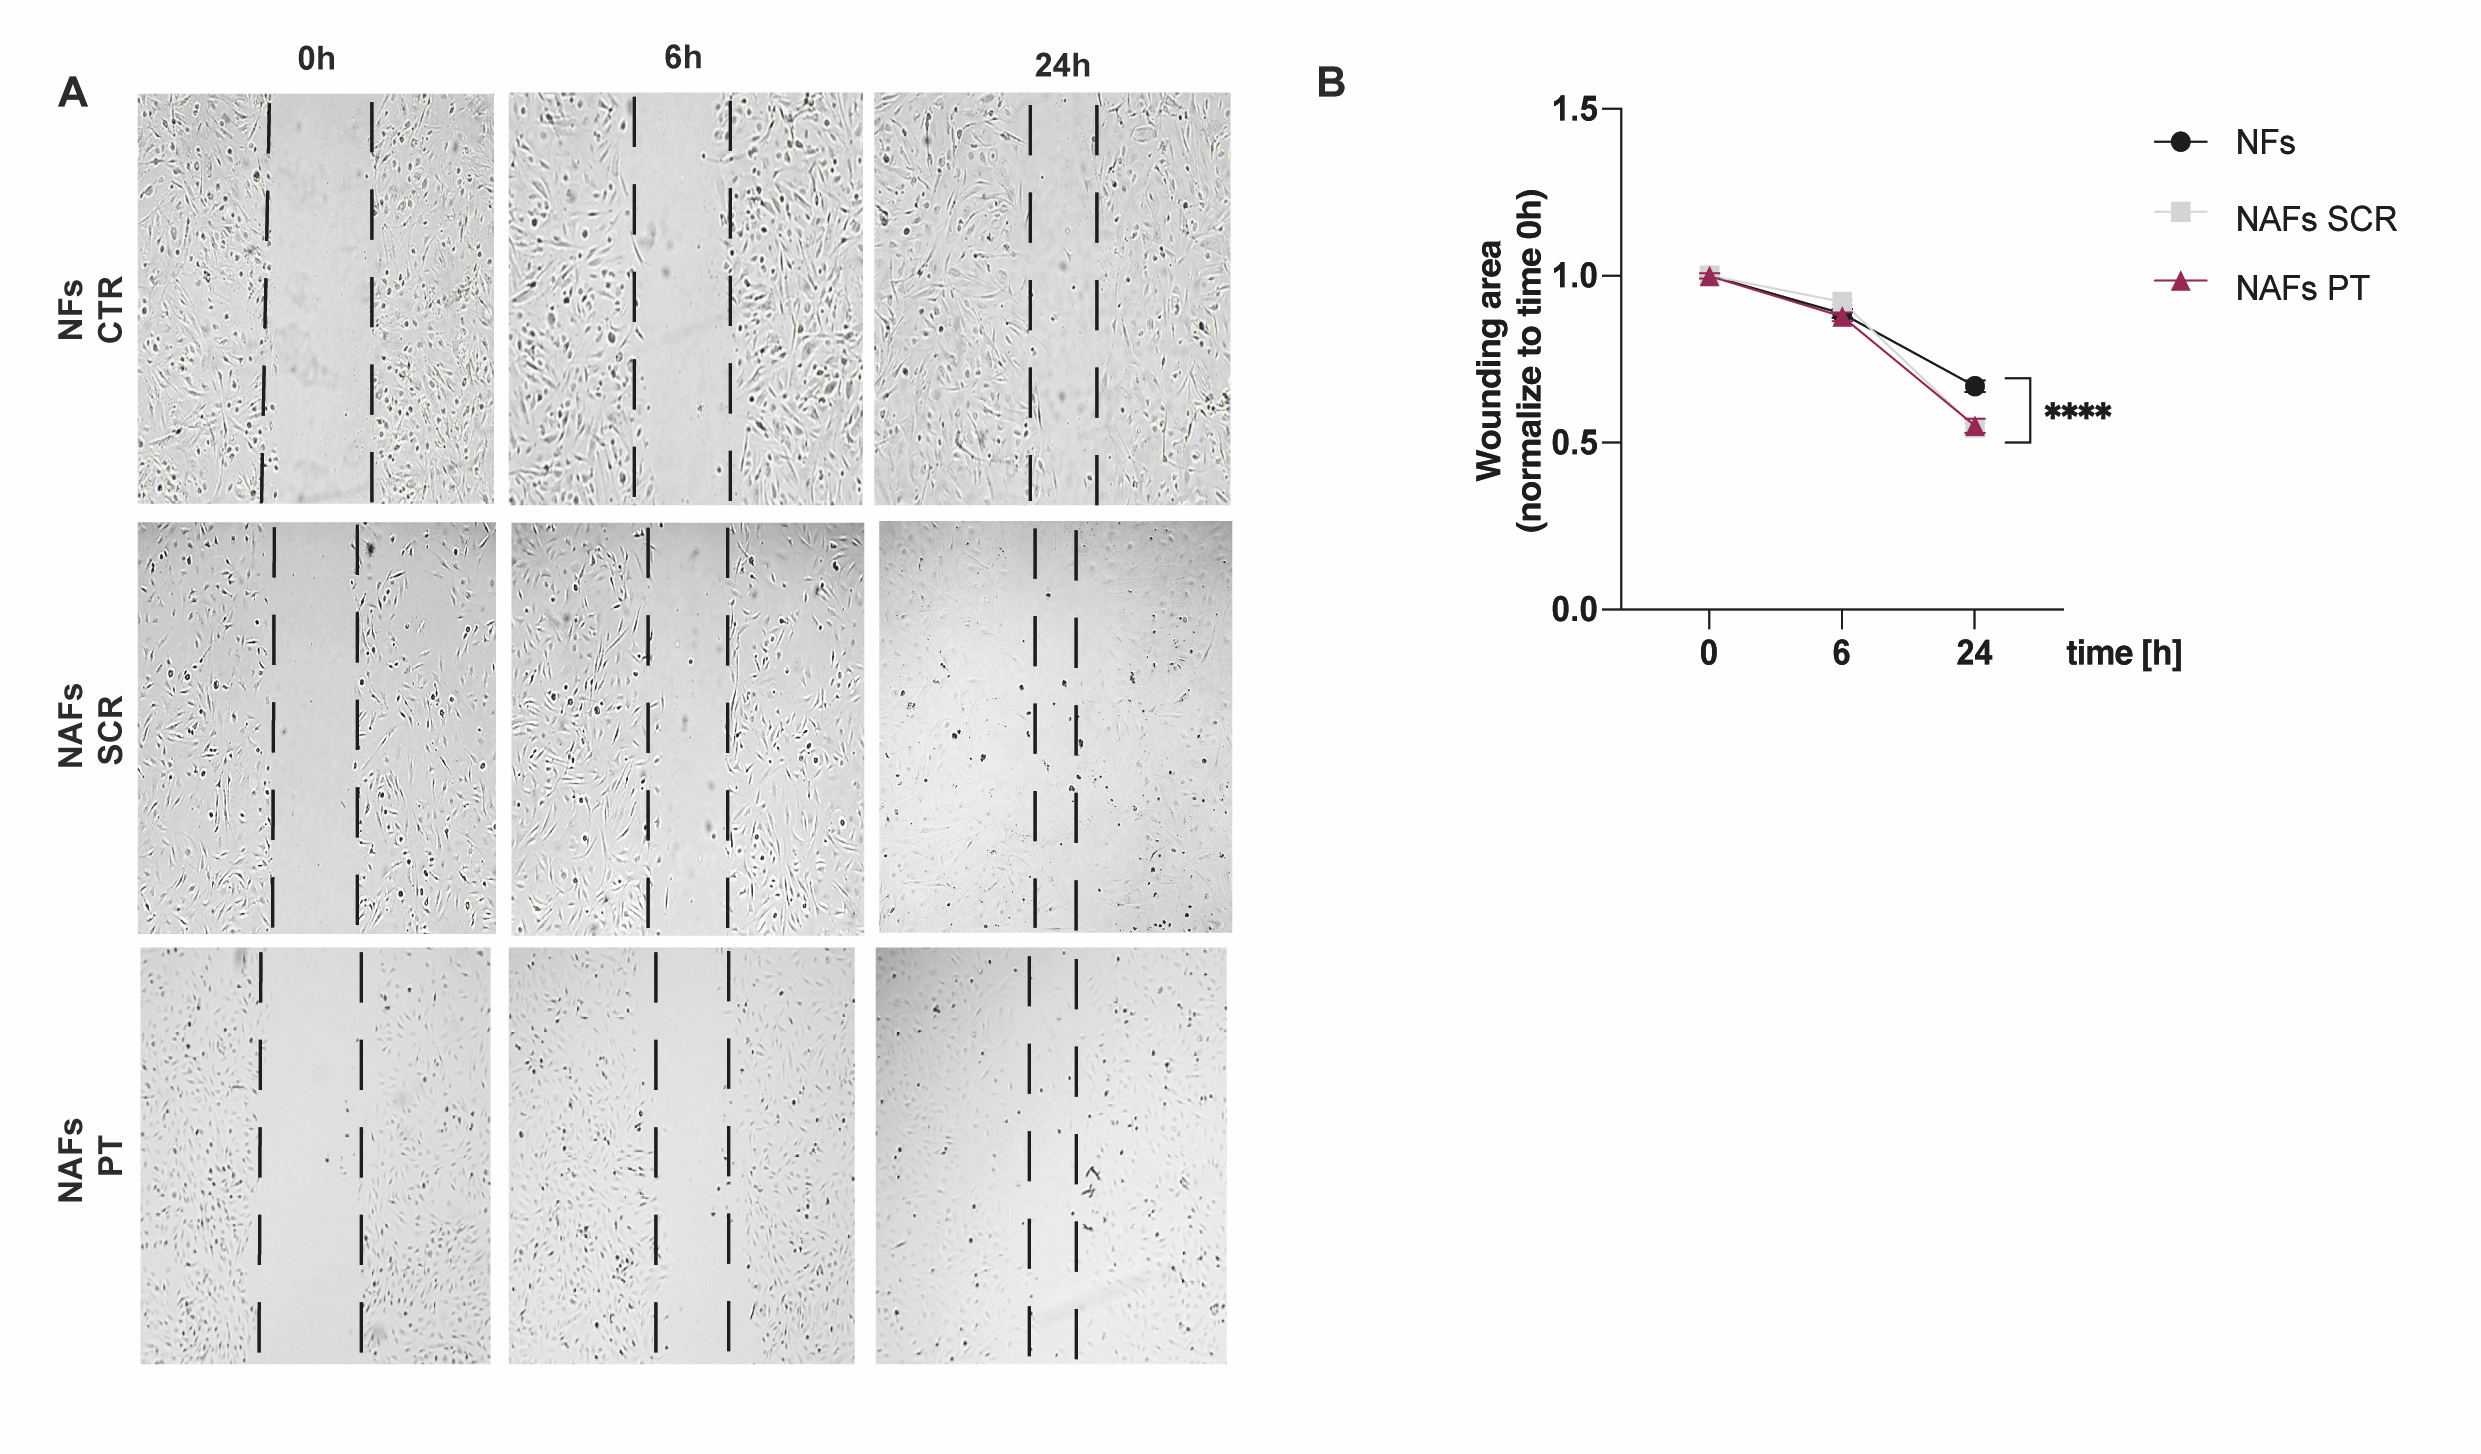
**

**Fig. S4. Cell migration (wound healing) assay in primary cultures of fibroblasts isolated from lungs of untreated (NFs), SCR-treated (NAFs^SCR^) and PT-bearing mice (NAFs^PT^). A** Representative images of scratch closure assay of lung fibroblasts monolayers at 0, 6 and 24 h. **B** Quantification of scratch closure assay expressed as the remaining area uncovered by the cells. The scratch is at time point 0 h was set to 1. ****p<0.0001 significantly different when compared with NFs using a non-parametric Kruskal-Wallis test (n=3).

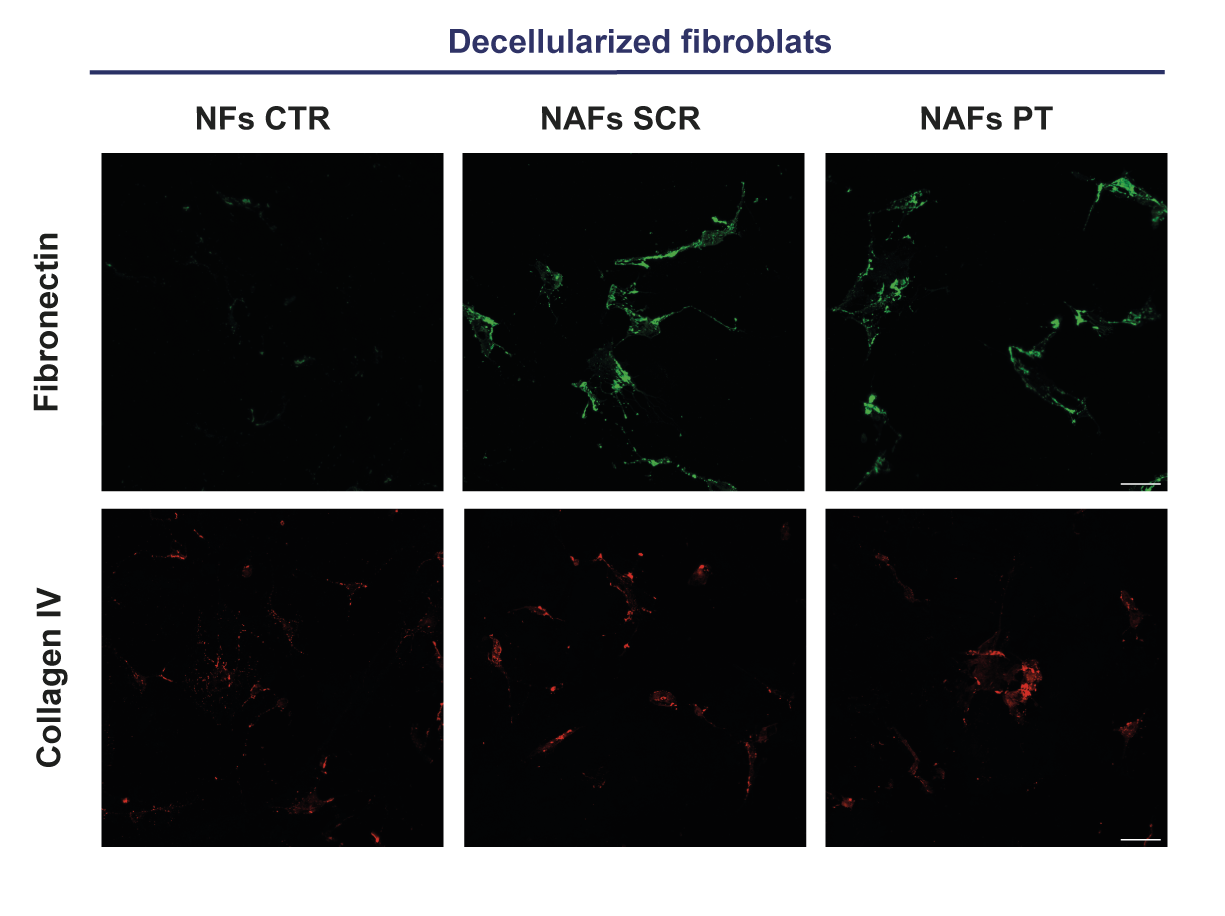

**Fig. S5. Fibronectin and collagen IV depositions in decellularized lung fibroblast cell sheets from SRC-treated, PT-bearing mice and CTR mice.** Representative immunofluorescence images of decellularized lung fibroblasts stained for fibronectin and collagen IV at x20 magnification (Scale bar: 50 µm) from CTR, SCR-treated or PT-bearing mice (n=3).

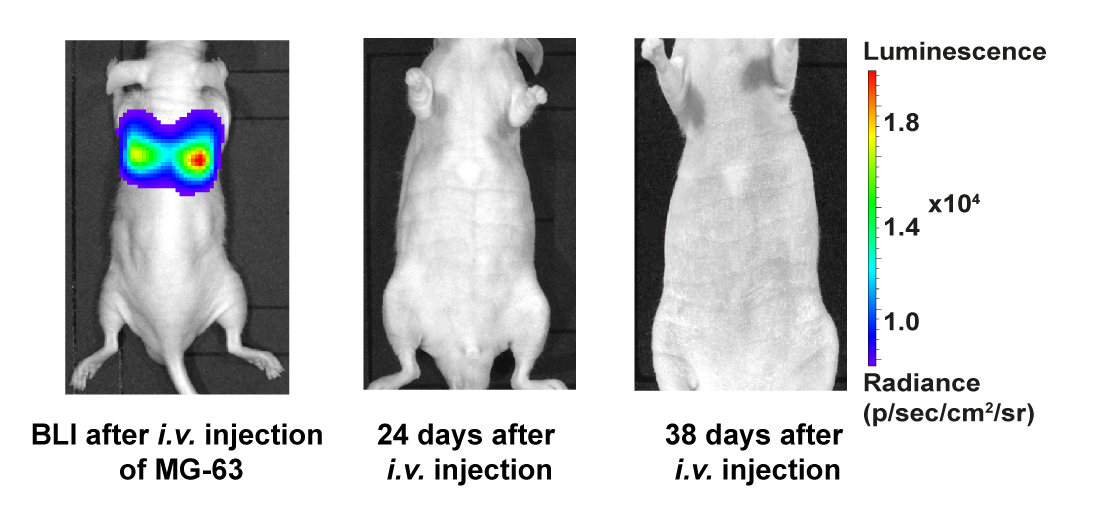

**Fig. S6. *In vivo longitudinal* bioluminescence (BLI) imaging of pre-treated mice with MG-63-derived secretome following *i.v.* injection of MG-63-luc^+^ cells (1.5 x 10^6^ cells).** BLI images acquired immediately after the *i.v.* injection of MG-63-luc^+^ cells showing the arrival of tumour cells to the lungs and BLI images at days 24 and 38 after *i.v.* injection of cells without evidence of lung metastasis formation. The bioluminescent signal is represented as radiance (photon/s/cm^2^/sr).

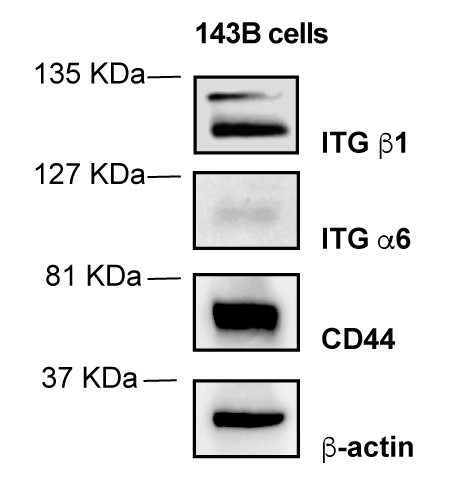

**Fig. S7. Western blot analysis of key cell adhesion proteins in 143B cells.** Representative western blot of ITG β1, ITG α6 and CD44 proteins in 143B cells.

How the deposited data were processed for this re-analysis (not part of the article)

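RNA was sequenced from the lungs of 4 control mice, 6 SCR-treated mice and 5 PT-bearing mice, 1 library per lung. According to the paper, the reads were single-end, and the authors trimmed and filtered them (cutadapt 1.15), removed contaminants (Bowtie2 2.3.3.1), aligned them to GRCm38 with STAR 2.5.2b and handled the alignments with SAMtools 1.5. The submitters' notes name featureCounts 1.5.3 for counting, and the strand setting is not stated. The deposited counts are raw numbers of reads per Ensembl gene, with the GC content (percent) and length of each gene beside them, both from the authors. The deposited FPKM were made by the authors with within-sample and between-sample normalization in EDASeq. They cover 16137 genes, which are the genes with over 1 CPM in at least 1 lung. Multiplied by gene length, these values are whole multiples of a constant within a tolerance of 1e-04, and each lung has the same normalized total of 14498273. The FPKM therefore already hold the authors' normalization, and the counts do not.

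Of 27075 genes with a read, 15870 passed edgeR's filter for low counts and were tested (edgeR 4.0.16, R 4.3.3). TMM factors were 0.879 to 1.08. A quasi-likelihood model with robust dispersion was fitted to all 15 lungs, and SCR with CTR, PT with CTR, and PT with SCR were compared. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, and counted also at the threshold of the paper, an unadjusted p under 0.05 with a log2 fold change over 1 in size. Counting error is small for abundant genes at this depth, and large for genes such as Mpo, Prg2 and Prg4, with fewer than 100 counts in each lung. On simulated data with these group sizes, 46, 39, 40 and 45 of 50 genes were recovered at log2 fold changes of -2, -1, 1 and 2, with 10 false calls. Changes were simulated only for SCR against CTR, with each gene drawn independently and without the structure of the real lungs. The simulation checks the procedure. It does not give the share of true changes found in the real lungs, and tells nothing of PT against CTR in this respect.

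The main tests, the alternatives, the rule for naming genes and 42 lists of cell type markers and pathways were set before the data were examined, and 41 of the lists could be tested. The lists were tested with limma's camera (limma 3.58.1) at a preset correlation of 0.01, again with an estimated correlation, and with fry. At an adjusted p under 0.05, the preset correlation called 14 lists in SCR against CTR, 18 in PT against CTR and 27 in PT against SCR. The estimated correlation called 0, 0 and 4, and fry 8, 2 and 15, so most list results depend on the test. The mean log2 CPM of each list was compared between lungs with exact permutation tests (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and Python 3.11.15). Genes were named if the paper names them in its text or prints them in Figs. 1G, 2A and 2B, if they were among the 10 largest rises or falls past the adjusted test in a comparison, or if they were among the 4 members with the smallest p of a list that camera called. Laminins, integrins, chemokines, lectins and other list members named beside these, and Fos, Derl3, Tcrg-C4 and Sez6l, were chosen after their values were seen. Sex was read from Xist and Y-linked genes, because the paper does not give it for each lung.

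The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, other normalizations and filters, limma on the FPKM, a correction for GC content, offsets recovered from the FPKM, sex or replicate number in the model, fits of only the groups compared, and leaving out each lung. Male lungs alone, leaving out SCR lungs 1 to 3, mesothelial markers as a covariate, and likelihood ratio tests on the authors' normalized values were added after the data were seen. Figures were drawn with matplotlib 3.10.9. The gene sets behind the enrichment analyses of the paper were not used here, and qRT-PCR, staining and protein data were not analysed here.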

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

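The tests of the sex of the mice, of Prg4, and of neutrophils, immature granulocytes and sex for Mpo were chosen after the results were seen. Intervals given for medians of genes come from resampling the genes, not the lungs, and leave out the spread between lungs.

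The 51 interstitial and basement membrane genes had a negative median log2 fold change of -0.84 in SCR and -0.50 in PT lungs. Random sets matched on gene length, GC content and level centred on medians of -0.23 and -0.16, with 2.5th percentiles of -0.30 and -0.24. This argues against these properties as the whole cause, though they may hold a part of the fall. In male lungs alone the medians of the 51 genes were -0.91 (resampling interval -0.98 to -0.76) and -0.40 (-0.47 to -0.34). The male SCR lungs were 1, 2, 3 and 5, so the SCR value rests mostly on lungs 1 to 3, which stood apart. Over both sexes without lungs 1 to 3 the SCR median was -0.60. The male values argue against sex as the whole cause for the lungs they cover, and say little about SCR lungs 4 to 6. A lower share of stromal cells in the piece of lung and less transcription per cell cannot be told apart, because 16 stromal markers that encode no matrix protein had medians of -0.35 (-0.57 to -0.13) and -0.33 (-0.36 to -0.23). An effect of the SCR or the tumour on stromal transcription stays open beside it, and was not tested apart from the share of cells.

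Prg4 was at 2.20 CPM in CTR lung 5, far from the other CTR lungs (0.0921 to 0.364). The counts within each group varied with a chi-square per degree of freedom of at least 22.8, but pairs of lungs of one group differed by 15.7 to 136 over all genes, so this is no test of counting error for Prg4. The total counts of the lungs are argued against, since the highest Prg4 count was at least 6.92 times the lowest in each group (counting interval 3.76 to 13.9), and the highest total count at most 1.56 times the lowest. Prg4 is made by mesothelium among other cells, and the amount of mesothelium in the piece of lung may contribute, but over the 12 lungs other than SCR 1 to 3 the deviations from the group means had a Pearson r of 0.26 (permutation p = 0.417, interval -0.25 to 0.68) and a Spearman rho of 0.21 (permutation p = 0.515), and r was 0.20 without the 2 farthest lungs. SCR lungs 1 to 3, left out there, were low in both. Their mesothelial levels were 3.44, 1.97 and 1.00, against 4.71 to 5.29 in SCR lungs 4 to 6, and their Prg4 counts the lowest of the SCR lungs. The r thus leaves out the lungs with the lowest mesothelial markers. This and the small number of lungs keep a part of mesothelium open, and no biological explanation was tested.

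Mpo was lower in every SCR and PT lung than in every CTR lung. Bone marrow on the control pieces is argued against by 6 measured marrow precursor genes, whose median log2 difference of CTR over the other groups was 0.11 (interval -0.60 to 0.58). Sex is argued against, since the lowest CTR lung had 0.890 CPM and the highest male lung of the other groups 0.615 CPM. Fewer mature neutrophils are argued against in PT lungs, where mature neutrophil markers had a median log2 fold change of 1.10. In SCR lungs the median was -0.21 (interval -0.47 to 0.00), beside -3.77 for Mpo. The mean log2 CPM of the markers spread from 2.09 to 4.35 in SCR lungs (exact permutation test against CTR, p = 0.624). A fall smaller than that of Mpo is thus not excluded there. By flow cytometry the paper reports a higher share of neutrophils in the lungs of both groups. Fewer immature granulocytes and less Mpo transcript per cell cannot be told apart, because only 4 other genes of precursor granules were measured, with a median of -1.51 in SCR (interval -2.14 to -0.33) and -0.26 in PT lungs (-0.70 to 0.38), Camp and Ngp lowest among them (-2.07 and -2.14 in SCR lungs). An effect of tumour-secreted factors stays open beside both, and Mpo was not measured in sorted granulocytes here.

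Chance could not be excluded for the counts of genes above 0, from 100 splits of the lungs into groups of the same sizes, the real grouping among them. A count as large as the real one was found in 8 of these for the 18 genes of SCR against CTR (highest other split 2552), in 14 for the 259 at the threshold of the paper (911), in 13 for the 153 (408), in 5 for the 6 of PT against SCR (1259) and in 41 for the 24 shared genes (233). For the 0 genes of PT against CTR by edgeR (highest other split 660), all 100 splits reach the count whatever the grouping, so they say nothing about chance. The 0 stands beside 1216 genes at an unadjusted p under 0.05 and 20 by DESeq2. Splits with such high counts point to a structure of the samples other than the groups.

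Of 216 groups of values, 1 in 20 would be 10.8, but that rate assumes independent, normally distributed values. Several of the genes found lay high together in SCR lung 6, so 10.8 is no chance level here. In all, 19 of the groups held a lung far from the others. In mean log2 CPM these were B cell markers in CTR lung 5 (5.42, others 4.05 to 4.18), chemokine receptors in CTR lung 5 (4.24, others 3.34 to 3.42), erythroid markers in CTR lung 1 (7.00, others 7.47 to 7.54), adipocyte markers in PT lung 5 (4.61, others 2.32 to 2.97), skeletal muscle markers in PT lung 6 (2.21, others 1.39 to 1.58) and glucocorticoid response genes in PT lung 6 (5.68, others 4.90 to 5.10). In CPM, SCR lung 6 lay above the other SCR lungs in S100a8 (449), S100a9 (704), Cxcl2 (0.943), Tnf (4.28), Ccl2 (3.19) and Saa3 (11.4). CTR lung 5 lay above the other CTR lungs in Egr3 (8.94) and Saa3 (9.83). Fabp4 was at 3.92 in CTR lung 4 and 112 in PT lung 5, and Cxcl2 at 0.373 in CTR lung 2 and 6.30 in PT lung 6.

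The effects of PT and SCR differed by a direct test for 6 genes, with log2 fold changes of PT over SCR of 2.09 for Stk32c (adjusted p = 0.00107), 3.24 for Saa3 (0.0219), 1.92 for Cxcl1 (0.0219), 1.77 for Timp1 (0.0233), 2.58 for Cxcl2 and 0.90 for Pgm5 (each 0.0350). Without SCR lungs 1 to 3 none of the 6 passed, with 1.94 for Stk32c (adjusted p = 0.0612), 2.85 for Saa3 (0.344), 1.93 for Cxcl1 (0.303), 1.68 for Timp1 (0.226), 2.23 for Cxcl2 and 0.68 for Pgm5 (each 0.367). Stk32c passed when any 1 lung was left out. Only 1 of the 6, Stk32c, passed without SCR lung 2 or 3, or without PT lung 1, 5 or 6. Without SCR lung 1 or 4, 2 of the 6 passed. Cetn4 and Sfxn2, which the paper does not report on, rose in SCR lungs with log2 fold changes of 1.24 (adjusted p = 0.0416) and 1.04 (0.0441). Xist, also not reported on, was at 1049 CPM in SCR lung 4, 27.4 in SCR lung 5, 779 in SCR lung 6, 1164 in PT lung 3, 1222 in PT lung 5 and 7.29 in PT lung 6, against at most 0.343 in a CTR lung. These values were scaled to total counts without TMM.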

How the results depend on the processing

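Male lungs only, SCR lungs 1 to 3 left out, the mesothelial covariate and the likelihood ratio tests on normalized values were chosen after the data were seen. Named genes stayed on the same side of the threshold in 22810 cases, were weaker in 382, stronger in 476 and reversed in 0. For gene lists these numbers were 4219, 203, 115 and 14. Reversed means a change of direction with an adjusted p under 0.05 in the main or the alternative fit. A change of direction with neither was counted as the same side, so the 22810 cases do not show that directions were kept. The causes were not tested, except where fewer lungs or more genes entered.

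At an adjusted p under 0.05 (SCR against CTR, PT against CTR, PT against SCR; 18, 0 and 6), DESeq2 gave 600, 20 and 231, the likelihood ratio test 361, 12 and 185, that test on the normalized counts 247, 27 and 363, and with the recovered offsets 255, 22 and 345. SCR against CTR gave 0 genes with library size only, only the groups compared, the replicate block, the GC offset, the GC offset with the block, male lungs only, SCR lungs 1 to 3 left out, and the mesothelial covariate. It gave 2 with the recovered offsets, and 2 with limma on log2(FPKM + 0.1) and log2(FPKM + 1), also at a mean FPKM of at least 1. Without a low-count filter it gave 42, and PT against SCR 11. PT against CTR gave 2 with FPKM + 0.1, 3 with FPKM + 1 at either filter, 1 in male lungs and 1 with the mesothelial covariate. PT against SCR gave 2 with FPKM + 1 at either filter, 19 with the sex covariate, and 1 without SCR lungs 1 to 3 or with the mesothelial covariate. The replicate numbers do not pair the lungs, as 12 same-number pairs had r from -0.300 to 0.381, so the block has no meaning as a pairing.

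At the threshold of the paper (259 for SCR, 153 for PT, 24 shared), no filter gave 704, 596 and 102, FPKM + 1 gave 51, 62 and 8, and with a mean FPKM of at least 1 it gave 50, 58 and 7. The SCR count was 160 with FPKM + 0.1, 170 with the GC offset and block, 395 with the sex covariate, 575 in male lungs and 151 with the mesothelial covariate. The PT count was 257 by the likelihood ratio test on the normalized counts and 265 with the recovered offsets. Shared genes were 40 with the sex covariate, 45 without SCR lungs 1 to 3 and 41 on the normalized counts. The correlation of fold changes (0.504) was 0.592 at a mean of at least 5 CPM and 0.119 with controls split.

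Leaving out 1 lung gave 0 (without CTR 4) to 108 (without SCR 5) genes for SCR against CTR, over 1.5 times apart from the full count for 14 of 15 lungs, and 0 to 3 (without PT 2) for PT against CTR. PT against SCR gave 1 (without SCR 2) to 96 (without SCR 6). At the threshold of the paper, the SCR count was 184 (without SCR 3) to 407 (without CTR 5), the PT count 105 (without CTR 4) to 395 (without CTR 5), and the shared genes 15 (without CTR 4) to 86 (without CTR 5).

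The lists that reversed are given here by camera adjusted p. Without SCR lungs 1 to 3, in SCR against CTR, these were B cell 1.60e-04, mesothelial 0.197, heat shock 0.00187, integrated stress 0.0365 and glucocorticoid 0.00696. In PT against SCR they were T and NK cell 0.422, B cell 0.00900, mesothelial 0.0323, integrated stress 0.0335 and glucocorticoid 0.0164. With the mesothelial covariate, mesothelial was 0.934 and 0.890; erythroid in PT against SCR was 0.0399 without PT lung 6 and up to 0.997 (without SCR lung 6) when 1 lung was left out, and endoplasmic reticulum chaperones in male lungs 0.210. Depth limits genes with few counts, such as Mpo, Prg2 and Prg4.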

Differences from the paper's values

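The likelihood ratio tests on the normalized counts and with recovered offsets were chosen after the values were seen. The paper reports 37 genes shared by both comparisons, where 24 were found at its threshold. Of 30 alternatives set before the data were examined, 14 came within 1.5 times the paper's value, over a range of 7 to 102. The likelihood ratio test on the normalized counts, chosen after seeing the values, gave 41, and with the recovered offsets 36. For genes in PT against CTR only, about 220 in Fig. 1D, read by eye, stand beside 129, with 6 of 30 alternatives within 1.5 times (51 to 494). Those later tests gave 216 and 229. For the interaction network of the shared genes, the paper's value is 33 nodes, where 2 of 31 labels read from Fig. 1G passed the threshold in both comparisons, and 0 of 30 alternatives came within 1.5 times (1 to 3).

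The paper describes Mgst1 and Aldh1a1 as upregulated; the log2 fold changes were 0.64 and 0.71 in SCR but 0.13 and -0.11 in PT lungs. It reports TGF-β, TNF-α and fibronectin as upregulated by qRT-PCR in both groups; Tgfb1 had -0.47 in SCR and -0.12 in PT lungs and Fn1 -1.03 and -0.48, while Tnf had 0.03 and 0.87. It reports more dysregulated genes with PT than with SCR in its heatmaps; the heatmap labels went the same way, but over all genes 2976 differed in SCR and 1216 in PT lungs at an unadjusted p under 0.05. Without SCR lungs 1 to 3 it was 1614 and 2059, the order the paper gives, but only SCR lungs 4 to 6 were left. Fewer lungs alone can lower the SCR count, so this order is no support for that of the paper.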

Other observations

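No test reported here was chosen after the result was seen; the genes named for each list are examples. Blood vessel markers were lower in SCR lungs. Of 12 endothelial genes, 6 were lower in SCR and 4 in PT lungs when adjusted over the list alone (camera adjusted p = 0.00124 and 2.55e-05, adjusted p = 0.329 and 0.166 with an estimated correlation). Cdh5, the cadherin of endothelial junctions, had log2 fold changes of -0.76 in SCR and -0.55 in PT lungs, and Pecam1 of -0.40 and -0.27. The mean log2 CPM of the list was 8.35 ± 0.20 in CTR (SD, n = 4) and 7.99 ± 0.06 in SCR lungs (SD, n = 6; exact permutation p = 0.00476, adjusted p = 0.0488), and 8.01 ± 0.20 in PT lungs (SD, n = 5; p = 0.0635, adjusted p = 0.186). Ciliated cell genes had a median of 0.75 in SCR lungs (camera adjusted p = 6.94e-04, adjusted p = 0.448 with an estimated correlation), with a mean log2 CPM of 7.05, 6.61 and 7.48 in SCR lungs 1 to 3, 6.33 to 6.66 in SCR lungs 4 to 6 and 5.75 to 6.51 in CTR lungs. Genes of fibroblast activation had a median of -0.38 in SCR (camera adjusted p = 3.99e-05, adjusted p = 0.0782 with an estimated correlation) and -0.10 in PT lungs (0.517). Proliferation genes had a median of -0.43 in SCR and 0.46 in PT lungs (camera adjusted p = 0.00119 and 9.16e-05, adjusted p = 0.730 and 0.421 with an estimated correlation). Their mean log2 CPM was 2.00, 1.88 and 1.82 in SCR lungs 1 to 3, against 2.29 to 2.66 in SCR lungs 4 to 6. In CTR lungs it was 2.52 to 2.67, so most of the fall comes from SCR lungs 1 to 3. PT lungs 1, 2, 3, 5 and 6 lay at 2.56, 2.61, 3.01, 3.64 and 2.81 (exact permutation p = 0.135, adjusted p = 0.263). PT lung 5 was highest, and PT lungs 1 and 2 lay within the CTR range.

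In PT lungs, markers of monocytes and macrophages had a median log2 fold change of 0.65 (camera adjusted p = 7.67e-07), of dendritic cells 0.73 (6.42e-05), of T and NK cells 0.58 (4.51e-04) and of adipocytes 1.52 (2.11e-05). With an estimated correlation the adjusted p was 0.154, 0.187, 0.421 and 0.258. The mean log2 CPM of the adipocyte list was -0.48 in CTR lung 4 and 1.94 to 2.45 in the other CTR lungs. PT lung 5 had 4.61 and the other PT lungs 2.32 to 2.97 (exact permutation adjusted p = 0.163), so single lungs weigh on this rise. Ms4a7, a marker of macrophages, had a log2 fold change of 1.10, and Cd209a, a lectin of dendritic cells, 0.86. Interferon response genes had a median of 0.50 (camera adjusted p = 1.71e-04, adjusted p = 0.528 with an estimated correlation), acute phase genes 0.54 (0.00104 and 0.187) and chaperones of the endoplasmic reticulum 0.33 (6.22e-05 and 0.421). Alveolar type 1 markers had a median of -0.30 (0.00179 and 0.332) and smooth muscle and pericyte markers -0.34 (0.00417 and 0.392).

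The paper reports fibronectin, type IV collagen and α-SMA as higher by protein assays, and fibronectin also by qRT-PCR. Fn1 had 348 ± 80.5 CPM in CTR, 171 ± 70.0 in SCR and 249 ± 53.2 in PT lungs, with log2 fold changes of -1.03 and -0.48 (edgeR adjusted p = 0.0992 and 0.714). Col4a1 and Col4a2 had -1.20 and -1.25 in SCR and -0.62 and -0.64 in PT lungs. Acta2 had -0.29 and -0.20, and Efemp1 -0.13 and -0.16.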
